# Humanized Anti-RGMa Antibody Treatment Promotes Repair of Blood-Spinal Cord Barrier Under Autoimmune Encephalomyelitis in Mice

**DOI:** 10.3389/fimmu.2022.870126

**Published:** 2022-06-15

**Authors:** Takeshi Hirata, Takahide Itokazu, Atsushi Sasaki, Fuminori Sugihara, Toshihide Yamashita

**Keywords:** multiple sclerosis, EAE, blood-spinal cord barrier, blood-brain barrier, vascular pathology, rgma, magnetic resonance imaging, neuropathology

## Abstract

The lack of established biomarkers which reflect dynamic neuropathological alterations in multiple sclerosis (MS) makes it difficult to determine the therapeutic response to the tested drugs and to identify the key biological process that mediates the beneficial effect of them. In the present study, we applied high-field MR imaging in locally-induced experimental autoimmune encephalomyelitis (EAE) mice to evaluate dynamic changes following treatment with a humanized anti-repulsive guidance molecule-a (RGMa) antibody, a potential drug for MS. Based on the longitudinal evaluation of various MRI parameters including white matter, axon, and myelin integrity as well as blood-spinal cord barrier (BSCB) disruption, anti-RGMa antibody treatment exhibited a strong and prompt therapeutic effect on the disrupted BSCB, which was paralleled by functional improvement. The antibody’s effect on BSCB repair was also suggested *via* GeneChip analysis. Moreover, immunohistochemical analysis revealed that EAE-induced vascular pathology which is characterized by aberrant thickening of endothelial cells and perivascular type I/IV collagen deposits were attenuated by anti-RGMa antibody treatment, further supporting the idea that the BSCB is one of the key therapeutic targets of anti-RGMa antibody. Importantly, the extent of BSCB disruption detected by MRI could predict late-phase demyelination, and the predictability of myelin integrity based on the extent of acute-phase BSCB disruption was compromised following anti-RGMa antibody treatment. These results strongly support the concept that longitudinal MRI with simultaneous DCE-MRI and DTI analysis can be used as an imaging biomarker and is useful for unbiased prioritization of the key biological process that mediates the therapeutic effect of tested drugs.

## Introduction

Multiple sclerosis (MS) is the most common demyelinating disease that can lead to severe as well as permanent sensorimotor deficits, and it currently remains incurable (1). Importantly, the clinical course of MS is highly variable, with frequency of relapse, severity of attacks, and time course of disease progression differing among patients (1, 2). Further, in some cases, patients suffer from progressive worsening of symptoms from the onset (referred to as primally progressive MS) (2). Therefore, the accurate clinical course description in each individual is critical for better prognostication and treatment decision-making (3). With regard to drug development, in pre-clinical studies, although it is desirable to determine a key mechanism of action of potential drugs *in vivo*, longitudinal and large- scale analysis of neuropathological alteration is still difficult. In clinical studies, the lack of appropriate prognostic, stratification, and surrogate markers complicates the sophisticated design of long-term clinical trials (4, 5).

In this respect, MRI is a promising tool for staging MS lesions and investigating the relationship between lesion outcomes and clinical manifestations (6, 7); for example, disease activity can be recognized by new gadolinium-enhancing lesions, or new/enlarging T2 lesions (6). In recent years, with the development of analytical technology, MRI is expected to be applied not only for evaluating disease activity but also for the assessment of remyelination by using diffusion tensor imaging (DTI) and magnetic transfer ratio. The possible utility of these parameters as outcome measures for testing drug efficacy has been previously reported (8, 9), however, it is not easy to validate the relationship between neurological symptoms and MRI parameters in clinical practice (5–7). As MRI can be used in rodents, it is possible to clarify the relationship among MRI parameters, neurological symptoms, and neuropathology by employing animal models of MS. However, evidence on the utility of MRI for the evaluation of therapeutic interventions in animal models is limited (10, 11).

Repulsive guidance molecule-a (RGMa) is a membrane-associated glycosylphosphatidylinositol-anchored glycoprotein that has been implicated in various central nervous system (CNS) disorders, including MS (12–14), spinal cord injury (15, 16), stroke (17), and neuromyelitis optica (18–20), both in experimental animal models (12–19) and in patients (12, 13, 16, 19, 20). In the case of MS, RGMa has been reported as upregulated in disease lesions (13), and in the experimental autoimmune encephalomyelitis (EAE) mouse model, anti-RGMa neutralizing antibody treatment was shown to attenuates motor symptoms by modulating T cell responses (12). RGMa-expressing dendritic cells can enhance T-cell activation, and when MOG-pulsed bone marrow–derived dendritic cells received RGMa silencing, their capacity to induce EAE following adoptive transfer to naive mice was diminished (12). By using a targeted spinal EAE model (21) in which a focal inflammatory lesion is induced, it has also been shown that anti-RGMa treatment promotes functional recovery (13, 14). Although the enhancement of axonal regeneration/rewiring and remyelination was considered as the underlying mechanism of motor recovery, it should be noted that functional recovery was observed promptly (within a few days) after anti-RGMa treatment (14), suggesting that other factors may exert beneficial effects in the early phase after treatment. However, previous evidence on the therapeutic effect of anti-RGMa treatment was mainly obtained *via* postmortem histological analysis, and information on the dynamic alteration in pathophysiology following treatment is currently lacking.

Thus, in this study, by applying high-field MR imaging in a locally-induced EAE (targeted EAE) mouse model, we aimed to evaluate the dynamic therapeutic profile of anti-RGMa antibody treatment. MRI analysis recapitulated the therapeutic effect of antibody treatment on the blood-spinal cord barrier (BSCB). The pronounced effect of anti-RGMa on the acceleration of BSCB repair was also confirmed *via* GeneChip analysis and immunohistochemistry (IHC). In addition, we also assessed the relationship between MRI parameters and neurological symptoms longitudinally, determining the characteristics at each time point. Furthermore, we found that the extent of BSCB disruption could be a highly predictive marker for myelin integrity in the later phase, thus proposing longitudinal MR imaging with simultaneous dynamic contrast-enhanced (DCE)-MRI and DTI analysis as an imaging biomarker for the assessment of therapeutic drug responses in MS.

## Methods

### Animals

Seven-week-old C57BL/6J female mice were purchased from Charles River Japan. Mice were born and raised under specific pathogen-free (SPF) conditions. Mice were housed in an air-conditioned room at 24 ± 2°C with a 12-hour light–dark cycle and had free access to water and food.

### Model Preparation and Treatment Protocol

Targeted EAE was induced in a manner similar to that previously described (14). Briefly, mice were immunized with MOG_35-55_ (200 μg, Sigma Genosys) and complete Freund’s adjuvant (2.5 mg, Chondrex). Three weeks later, after dorsal laminectomy at Th8, a 1.5 μL of cytokine mixture containing TNF-α (750 ng, R&D Systems) and IFN-γ (1 μg, Peprotech) was injected into the spinal cord at a depth of 0.5 mm. Pertussis toxin (List Biological Laboratories, Inc.) was administered intravenously 0 and 2 days post cytokine injection. Humanized anti-RGMa antibody (10 mg/kg) and an isotype control antibody (palivizumab, 10 mg/kg) were intravenously injected twice a week from 9 days post cytokine injection (DPI) onwards. Clinical scores were assessed based on the following criteria: 0, no abnormalities noted; 0.5, weak tail reflex; 1, loss of tail reflex; 1.5, loss of tail reflex with hind leg inhibition without gait abnormality; 2, partial hind limb paralysis with gait abnormality; 3, complete hind limb paralysis; 4, front and hind limb paralysis; and 5, moribund state. The assessor was blinded to the treatment groups.

### MR Measurement

MR imaging were performed at 7, 14, 21 DPI (**Figure 1A**). A BioSpec 117/11 system (Bruker, 11.7 Tesla) equipped with Quadrature Volume Coils (Rapid Biomedical) was used for MR imaging. The fast spin echo protocol (RARE) was used for T1-weighted and diffusion tensor imaging (DTI). Sagittal T1-weighted imaging (TR/TE = 600/16 ms, 40 × 20 mm FoV, 256 × 128 acquisition matrix, 5 × 0.8 mm slices, 0.8 mm interslice distance, NEX = 8), axial T1-weighted imaging (TR/TE = 500/18 ms, 26 × 26 mm FoV, 200 × 200 acquisition matrix, 11 × 0.8 mm slices, 0.8 mm interslice distance, NEX =4), and DTI [single-shot echo-planar imaging with 6 diffusion directions (b = 4900 s/mm) and 1× b0 acquisitions, TR/TE = 2750/18 ms, 26 × 26 mm FoV, 128 × 128 acquisition matrix, 11 × 0.8 mm slices, 0.8 mm interslice distance] were conducted. The spinal segmental level was determined based on the vertebral landmarks, by using sagittal T1-weighted images (22).

**Figure 1:**
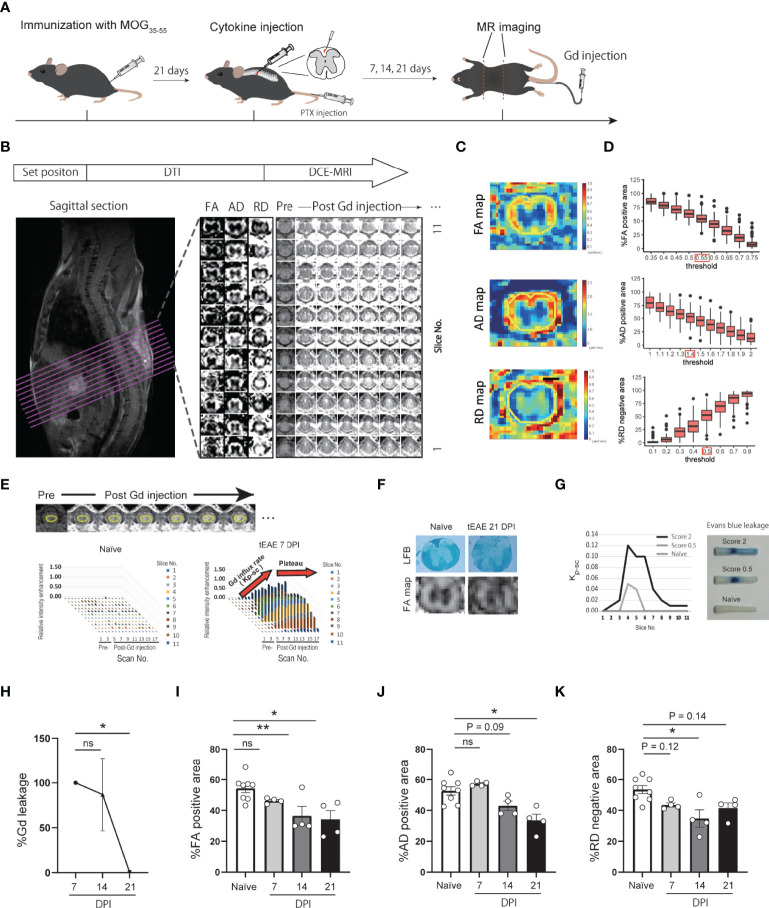
Development of DCE-MRI and DTI quantitative analytical method. **(A)** Graphical representation of MR imaging of targeted EAE mice. **(B)** MRI analytical flow. **(C)** Representative images of FA, AD, RD maps and ROI setting. **(D)** Histogram of %FA positive area, %AD positive area, and %RD positive area in each threshold. **(E)** Representative images of DCE-MRI and ROI setting (upper panel). Plots indicate relative intensity enhancement of pre- and post-Gd injection in naïve and targeted EAE mice at 7 DPI (lower panel). Gd influx into the spinal cord (Kp-sc) reach a plateau by 6 scans post-Gd injection. **(F)** FA map and LFB staining of spinal cord in naïve and targeted EAE mice at 21 DPI. **(G)** Kp-sc indicating the extent of Gd leakage into the spinal cord (left), and representative images of Evans Blue leakage into the spinal cord at 7 DPI (right) are presented. **(H)** Temporal change of the extent of Gd leakage. %Gd leakage at 14 and 21 DPI was calculated individually relative to the Gd leakage at 7 DPI. (n=4 for each timepoint, Dunnett’s multiple comparison test). **(I–K)** %FA positive area **(I)**, %AD positive area **(J)**, and %RD negative area **(K)** of naïve and targeted EAE mice at each timepoint (n=4, Dunnett’s multiple comparison test, compared to naïve mouse). Error bars represent the mean ± SEM. *p < 0.05, **p < 0.01. ns, not significant.

DCE-MRI was performed using axial T1-weighted imaging. Following a baseline scan, Gd (Omniscan, Daiichi Sankyo, Japan) was injected as a bolus at 0.25 mmol/kg *via* catheter. A total of six axial images were obtained throughout 10 min following Gd injection. In both DTI and DCE-MRI, axial images were acquired to set the center of slice at 8th thoracic vertebra (**Figure 1B**).

### Image Processing and Calculation of MRI Parameters

The acquired images were analyzed using Fiji (http://fiji.sc/). Parametric images of DTI, fractional anisotropy (FA), axial diffusivity (AD), and radial diffusivity (RD) maps, which are considered as indicators of white matter, axon, and myelin integrity (23, 24), were used: especially, in EAE models, AD and RD maps were reported to correlates with axon integrity (confirmed by SMI staining), and myelin integrity (confirmed by MBP staining), respectively (23, 25, 26). Images were generated using built-in software (Paravision 5.1). The regions of interest (ROIs) in the slices were drawn around the spinal cords (**Figure 1C**). The FA, AD, and RD maps were binarized, and the area ratio to spinal cords was calculated as %FA positive area, %AD positive area, %RD negative area, respectively. The FA, AD, and RD binarized thresholds were determined to be ≥ 0.55 (unitless), ≥ 1.4 μm^2^/ms, and ≦0.5 μm^2^/ms, respectively. These thresholds were calculated so that the ratio of the binarized area to the whole spinal cord area was the same as that of white matter area to the whole spinal cord area, approximately 55% in the cytokine injection site, as shown in **Figure 1D**.

In DCE-MRI, ROIs were drawn in the spinal cords (**Figure 1E**). The extent of Gd leakage into the spinal cord was quantified as the sum of the Gd influx rate in each slice. The influx rate, Kp-sc (**Figure 1E**), was calculated as a method previously reported by Tatar et al. (27).

### Transcriptional Analysis of the Spinal Cord

Transcriptional analysis was performed at 14 DPI. Spinal cords were sampled with a width of 4.5 mm (centered on cytokine injection site) after transcardial perfusion with ice-cold PBS, then immediately frozen with liquid nitrogen and stored at −80°C until extraction. Total RNA extraction was performed using the Maxwell^®^ RSC simplyRNA Tissue Kit (Promega) according to the manufacturer’s protocol. Microarray analysis was performed using Mouse Genome 430 2.0 Array (Thermo Fisher Scientific) according to the manufacturer’s protocol. Single array analysis was performed using Microarray Suite version 5.0 (MAS5.0) and global scaling as the normalization method. Differential expression analysis and gene set enrichment analysis (GSEA) were performed using R-packages *limma* (28) and *clusterProfiler* (29) respectively. The gene set libraries for GSEA (**Supplementary File 1**) were prepared from Enrichr (30), CellMarker (31), and Munji et al. reported genes (32).

### Histological Analysis

Deeply anesthetized mice were transcardially perfused with ice-cold PBS, followed by 4% ice-cold paraformaldehyde (PFA) in PBS, then post-fixed overnight in 4% PFA in PBS. For Luxol Fast Blue staining, 10-μm transverse sections were incubated in 0.1% Luxol Fast Blue (Sigma) overnight at 56°C. Images were captured using an Olympus SZX16 bright-field microscope.

For immunohistochemistry, the spinal segmental level was determined based on the 8th thoracic vertebra, and the extracted spinal cord were divided into rostral, epicenter, and caudal segment of 3 mm each before post-fixation. Post-fixed samples were cryoprotected with 30% sucrose. Afterwards, spinal cord was serially sectioned into 20-μm transverse sections. Goat anti-P-selectin (1:1,000, AF737; R&D Systems), rabbit anti-collagen 1 (1:100, ab34710; Abcam), goat anti-collagen 4 (1:50, AB769; Sigma-Aldrich), rat anti-CD31 (1:25, 550274; BD Pharmingen), and goat anti-RGMa (1:100, AF2458; R&D Systems) were used as primary antibodies. For RGMa staining, antigen retrieval was performed by incubating the sections with 10 mM citrate buffer (pH 6.0) at 80°C for 10 min. Afterwards, sections were incubated with appropriate Alexa Fluor secondary antibodies (1:500, Invitrogen). Images were captured using an Olympus IX83 fluorescence microscope equipped with the CellSens software (Olympus).

To evaluate abnormal vascular lesions, CD31+, P-selectin+, perivascular collagen 1+, and collagen 4+ areas were measured. CD31+ vascular area was extracted using the canny edge detection and fill hole method, and the P-selectin high-intensity region within the CD31+ vascular area was calculated as the P-selectin+ area. The perivascular collagen area was calculated by subtracting the CD31+ area from the collagen+ area in vessels. All analyses were performed using MATLAB (MathWorks), and regions of interest were drawn using bright-field images. Three images were quantified for each spinal cord region, and the mean value of those was analyzed as individual animal data.

### Evans Blue Leakage

Evans Blue (Wako) dissolved in PBS (4% w/v) was intravenously injected at a total volume of 150 μL. After 1 h, the mice were transcardially perfused with ice-cold PBS, followed by 4% ice-cold paraformaldehyde (PFA) in PBS, under anesthesia. The leakage area at 7 DPI was evaluated to confirm its relationship with Gd leakage.

### Statistical Analysis

Dunnett’s multiple comparison test, Mann−Whitney test, one-way analysis of variance (ANOVA) followed by the Tukey–Kramer test, two-way ANOVA followed by the Bonferroni test, Pearson correlation analysis, Spearman rank correlation analysis, standardized partial multiple regression analysis, and simple linear regression analysis were performed using GraphPad Prism 9.0.2 (GraphPad Software). For transcriptional analysis, *p*-adjust value was calculated by the R-packages *limma* (28) and *clusterProfiler* (29). Error bars represent the standard error of the mean. *p* < 0.05 was considered to indicate statistical significance. For correlation analyses, the absolute value of correlation coefficients (*r*) was classified as follows: 0.0–0.2, very weak to negligible correlation; 0.2–0.4, weak correlation; 0.4–0.7, moderate correlation; 0.7–1.0, strong correlation. For regression analyses, the absolute value of R-squared (*r* ^2^) was classified as follows: 0.0-0.2, none or very weak effect size; 0.2-0.4, weak effect size; 0.4-0.7, moderate effect size; 0.7-1.0, strong effect size.

## Results

### Development of a Quantitative Method for DCE-MRI and DTI Analysis of Targeted EAE Mouse Spinal Cords

To evaluate the extent of BSCB disruption and myelin/axon integrity in the spinal cord of targeted EAE mice, we performed DCE-MRI and DTI by using high-field (11.7 Tesla) MRI (**Figures 1A–E**). To assess the validity of the DCE-MRI and DTI protocols, we compared fractional anisotropy (FA) maps with LFB staining for white matter integrity (**Figure 1F**), and the extent of Gd leakage with Evans blue leakage for BSCB disruption (**Figure 1G**). Both DTI and DCE-MRI reflected white matter integrity and the extent of BSCB disruption. We then performed longitudinal analysis of DCE-MRI and DTI at 7, 14, and 21 days post-induction (DPI) of targeted EAE. The extent of Gd leakage showed a peak in the acute phase (7 DPI) and then gradually decreased (**Figure 1H**). %FA positive area, %AD positive area, and %RD negative area exhibited a gradual decrease, suggesting the progression of white matter disintegration toward the chronic phase (**Figures 1I–K**; **Supplementary Figures S1A–D**).

### Humanized Anti-RGMa Antibody Ameliorates BSCB Disruption and White Matter Disintegration in Targeted EAE Mice

To evaluate the therapeutic effect of anti-RGMa, antibody administration was initiated after the onset of motor symptoms (9 DPI), while longitudinal DCE-MRI and DTI were performed at 7, 14, and 21 DPI (**Figure 2A**; **Supplementary Figures 1E–H**). In the preliminary experiments, we observed a tendency of worse outcome in individuals with a strong Gd leakage at 7 DPI. Therefore, to assess the effect of anti-RGMa antibody treatment, we divided mice into two groups (anti-RGMa antibody group and isotype control antibody group) based on the extent of Gd leakage at 7 DPI to avoid deviation between the groups. Anti-RGMa treatment had a prompt effect on clinical symptoms (**Figure 2B**). MRI parameters were also attenuated: at 14 DPI, the extent of Gd leakage was drastically reduced by the treatment, and the decreases in %FA positive area and %AD positive area were also attenuated (**Figures 2C–E**). Furthermore, both percentage areas were improved in the chronic phase (21 DPI) (**Figures 2D, F**). These results demonstrated that anti-RGMa antibody treatment had a strong and prompt therapeutic effect on BSCB disruption and white matter disintegration in targeted EAE mice.

**Figure 2:**
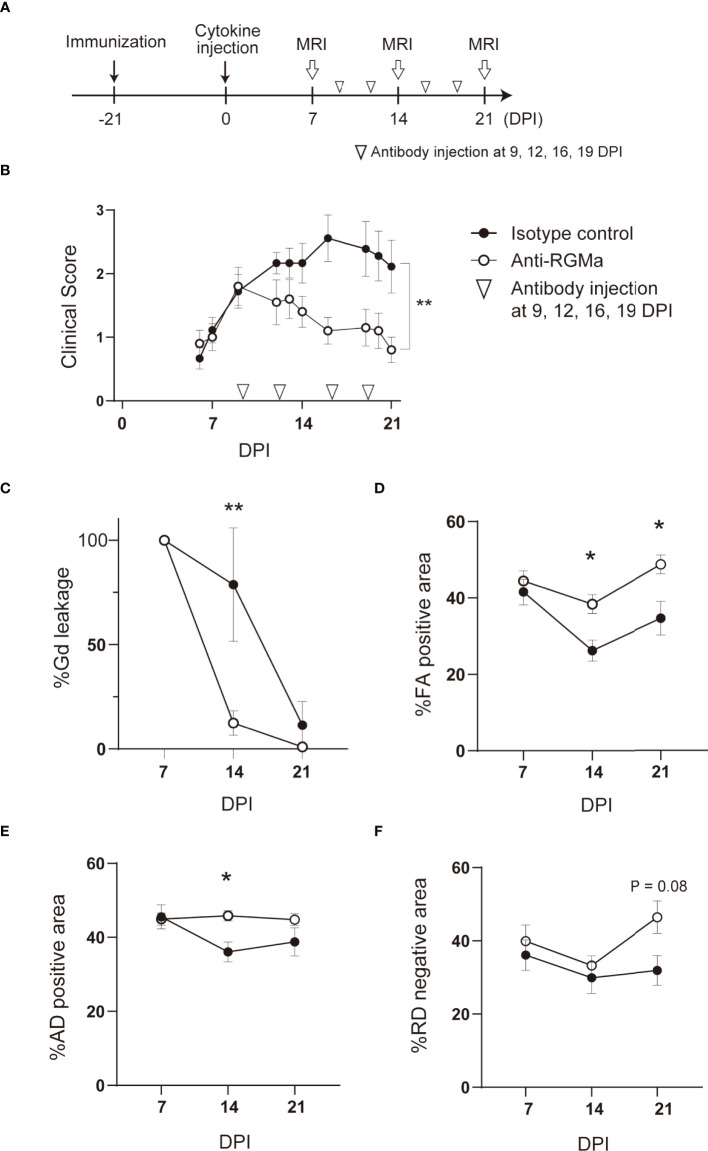
Humanized anti-RGMa antibody ameliorates the neurological symptoms and MRI parameters in targeted EAE mice **(A)** Experimental time course. **(B)** Anti-RGMa antibody treatment significantly improves clinical score (isotype control; n=9, anti-RGMa; n=10, Mann-Whitney test). **(C)** Anti-RGMa antibody attenuates %Gd leakage at 14 DPI (isotype control; n=8, anti-RGMa; n=9, two-way ANOVA followed by Bonferroni’s multiple comparison test). **(D–F)** Effect of anti-RGMa antibody on %FA positive area, %AD positive area, and %RD negative area (isotype control; n=9, anti-RGMa; n=10, two-way ANOVA followed by Bonferroni’s multiple comparison test). Error bars represent the mean ± SEM. *p < 0.05, **p < 0.01.

### The Relationship Between Neurological Symptoms and MRI Parameters

To evaluate the correlation between each MRI parameter and neurological disability in targeted EAE mice at each time point, we performed Spearman’s correlation analysis (**Figure 3**). We also performed correlation analysis using pooled data from all timepoint (**Supplementary Figures 1I–L**). The extent of Gd leakage strongly correlated with the clinical score in the acute phase (7 DPI, *r* = 0.831, *p* < 0.001) and moderately correlated with that at the subacute phase (14 DPI, *r* = 0.549, *p* = 0.018). %RD negative area strongly correlated with the clinical score at the chronic phase (21 DPI, *r* = -0.748, *p* < 0.001). Furthermore, in order to evaluate the effect size of these MRI parameters on clinical scores, we calculated standardized partial regression coefficients (*β*) by using multiple linear regression analysis (**Table 1**). The extent of Gd leakage had a greater effect on the clinical score in the acute phase (7 DPI, *β* = 0.682, *p* < 0.001), while the %RD area had a greater effect on the clinical score in the chronic phase (21 DPI, *β* = -0.662, *p* = 0.039). Taken together, the extent of Gd leakage was highly correlated with neurologic disability in the acute phase, while the increase in RD was well correlated with that in the later phase.

**Figure 3:**
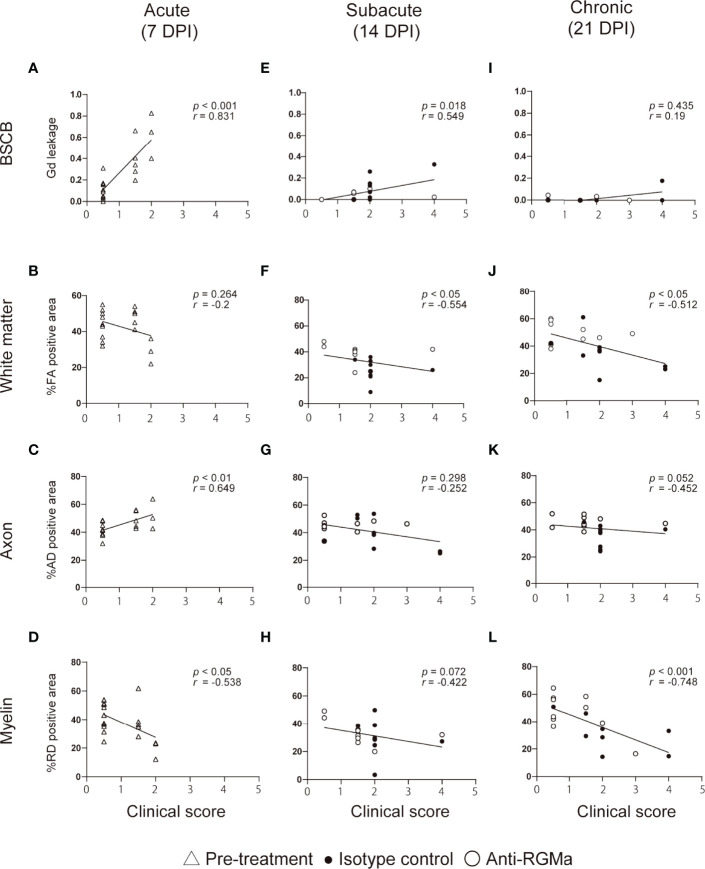
The correlation between clinical score and MRI parameters at each time point. Each plot shows individual values of clinical score and MRI parameters at 7 DPI (**A–D**, n=18-19), 14 DPI (**E–H**, isotype control; n=9, anti-RGMa; n=9-10), and 21 DPI (**I–L**, isotype control; n=9, anti-RGMa; n=9-10). The correlation coefficient and significance are expressed as *r* and *p*, respectively (Spearman’s correlation analysis).

**Table 1:** Multiple linear regression analysis for clinical score at each time point.

*Variable*	*Acute (7 DPI)*	*Subacute (14 DPI)*	*Chronic (21 DPI)*
Gd leakage	**0.682 (< 0.001)**	0.487 (0.147)	0.150 (0.482)
%FA	0.128 (0.585)	-0.106 (0.842)	0.136 (0.686)
%AD	0.264 (0.135)	0.0831 (0.823)	-0.235 (0.350)
*%RD*	*-0.141 (0.588)*	*-0.032 (0.941)*	***-0.662 (0.039)***

Data indicates standardized partial regression coefficient (p-value). DPI, day post cytokine injection; %FA, FA positive area ratio to spinal cord; %AD, AD positive area ratio to spinal cord; %RD, RD negative area to spinal cord. Bold values: p < 0.05.

### The Extent of BSCB Disruption Predicts Demyelination Severity

To evaluate the strength of the relationship between the extent of BSCB disruption and neurological symptoms as well as white matter, axon, or myelin integrity, we performed correlation analysis between Gd leakage and the other parameters (%FA, %AD positive area, %RD negative area, and clinical score) at later time points based on data from the isotype control antibody group (**Table 2**). The extent of Gd leakage strongly correlated with %RD negative area 7 days later (Day 7 Gd leakage – Day 14%RD, *r* = 0.699, *p* = 0.036; Day 14 Gd leakage – Day 21%RD, *r* = 0.877, *p* = 0.002). Furthermore, in order to evaluate the predictive power of BSCB disruption with regard to myelin integrity after 7 days, we applied a prediction model based on BSCB disruption and demyelination. The extent of Gd leakage was used as the input value, %RD negative area at 7 days later was used as the output value, and the effect size (*r^2^*) of regression analysis was considered as predictive power (**Figure 4A**). In the isotype control group, the extent of Gd leakage predicted %RD negative area (moderately at 14 DPI, *r^2^* = 0.489, *p* = 0.036; strongly at 21 DPI, *r^2^* = 0.769, *p* = 0.002) (**Figures 4B, C**). However, anti-RGMa antibody treatment abolished its predictive power (14 DPI, *r^2^* = 0.105, *p* = 0.361; 21 DPI, *r^2^* = 0.045, *p* = 0.582) (**Figures 4D, E**). These results suggest that the extent of BSCB disruption can be used as a predictive biomarker for demyelination severity in the later phase.

**Table 2:** Correlation analysis between Gd leakage and MRI parameters in the control group.

		Gd leakage		Clinical score	
		7 DPI*^#^*	14 DPI*^#^*	7 DPI*^#^*	14 DPI*^#^*
14 DPI*^#^*	%FA	**-0.799 (0.010)**		-0.677 (0.056)	
	%AD	-0.162 (0.677)		-0.249 (0.524)	
	%RD	**-0.699 (0.036)**		-0.518 (0.167)	
	Clinical score	0.456 (0.278)		0.436 (0.500)	
21 DPI*^#^*	%FA	-0.271 (0.481)	-0.625 (0.072)	-0.438 (0.246)	-0.456 (0.278)
	%AD	-0.116 (0767)	-0.133 (0.734)	-0.398 (0.294)	-0.183 (0.778)
	%RD	-0.403 (0.282)	**-0.877 (0.002)**	-0.598 (0.095)	-0.639 (0.083)
	Clinical score	0.428 (0.275)	0.563 (0.133)	0.394 (0.345)	0.722 (0.056)

Data indicates Pearson’s and Spearman’s correlation (p-value). Spearman’s correlation analysis was used for clinical score correlation analysis. # DPI, day post cytokine injection; %FA, FA positive area ratio to spinal cord; %AD, AD positive area ratio to spinal cord; %RD, RD negative area to spinal cord. Bold values: p < 0.05.

**Figure 4:**
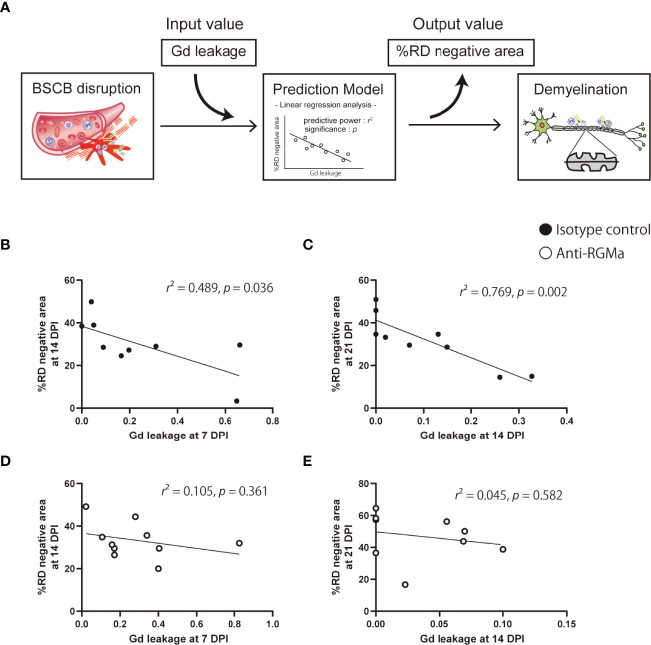
Prediction of myelin integrity based on BSCB disruption. **(A)** The prediction approach based on an input-output model with linear regression analysis. **(B–E)** Each plot shows the extent of Gd leakage and %RD negative area at 7 days in the isotype control group **(B, C)** and anti-RGMa group **(D, E)**. The effect size (*r* ^2^) of linear regression analysis and *p*-values are also shown.

### Transcriptional Analysis Shows the Effect of Anti-RGMa on BBB Dysfunction-Related Genes

Given that anti-RGMa effectively ameliorated BSCB disruption 5 days after treatment initiation, we sought to explore the molecular profile involved in this effect. 

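RNA of the spinal cord around the injection site was measured in 17 mice, 6 naïve mice, 5 mice with targeted EAE that received the isotype control antibody and 6 that received the humanized anti-RGMa antibody. In targeted EAE, an immunized mouse receives cytokines into the thoracic cord through a laminectomy, so that the lesion forms at a known place. Antibodies were given at 10 mg/kg, first at 9 DPI, and the cords were taken at 14 DPI. Each sample was hybridised to its own 1-colour array with 45101 probe sets. Signals were computed by the authors with MAS5.0 and scaled so that every array had the same trimmed mean, and these linear signals are the deposited values. Of the probe sets, 34958 are annotated to 1 gene, 932 to several and 9211 to none. The log2 signal of the probe set with the highest mean stood for each gene, which gave 18194 genes. The median signal of the arrays ranged from 132 to 145 in naïve mice (median 135), from 137 to 165 in the isotype control group (median 150) and from 136 to 157 in the anti-RGMa group (median 148). No pair of arrays held identical values. Groups were compared with limma in a fit over the 3 groups. Nothing in the sources used here says that mice with the same replicate number belong together, so they were treated as unpaired. The number of arrays limits the precision of every value. The choice of probe set, the scaling and the absence of a filter on dim signals could change the numbers.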

We performed microarray analysis of mouse spinal cords at 14 DPI (5 days after the first anti-RGMa antibody injection, **Figure 5A**). Using pre-processed microarray data (**Supplementary File 2**), principal component analysis was performed, and the result shows clear difference among naïve, control, and anti-RGMa antibody groups (**Figure 5B**). 

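The main axis of the data separated naïve cord from EAE cord, and it ran with the list of macrophage and monocyte markers. The mean log2 signal of 18 macrophage and monocyte markers was 6.29 ± 0.15 (SD, n = 6) in naïve mice, 10.96 ± 0.58 (SD, n = 5) in the isotype control group and 10.50 ± 0.52 (SD, n = 6) in the anti-RGMa group. Principal component 1 held 41.2% of the variance, with mean scores of -87.6 ± 5.11 in naïve mice, 61.3 ± 16.7 in the isotype control group and 36.6 ± 22.7 in the anti-RGMa group. Component 2 held 7.10% and its highest scores, 79.5 and 39.6, belonged to isotype control replicates 4 and 3, the arrays with the highest signals of 31 skeletal muscle genes (12.04 and 8.36 on the log2 scale). Anti-RGMa replicate 6 scored 76.5 on component 1, against 12.2 to 47.0 in the other anti-RGMa mice.

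**Figure D1:**
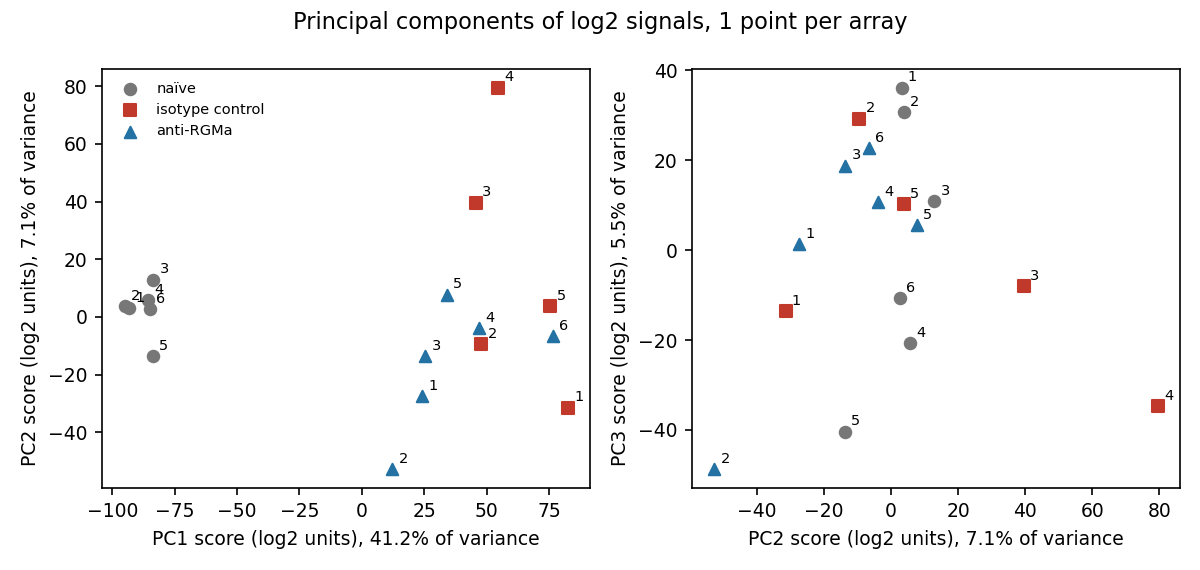
Principal components 1 to 3 of the log2 signals of 18194 genes, with 1 point per array and the replicate number beside it. Naïve arrays lie between -95.1 and -83.6 on component 1 and EAE arrays between 12.2 and 82.5, and the 2 antibody groups overlap.

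The distance between the centres of 2 groups in components 1 to 3 was divided by the mean distance of arrays from their own centre. This ratio was 4.34 between isotype control and naïve and 4.27 between anti-RGMa and naïve, each the largest of 462 splits of the arrays (exact permutation test, one-sided, p = 0.00216, the smallest that this number of splits can give). Between anti-RGMa and isotype control the ratio was 1.10, and 39 of 462 splits gave a ratio as large (exact permutation test, one-sided, p = 0.0844). This exact p was 0.0429 without isotype control replicate 1 and 0.271 without isotype control replicate 4.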

The differentially expressed genes (*p*-value < 0.05 and fold change > 1.5, isotype control group v.s. anti-RGMa antibody group) were presented in volcano plot and MA plot (**Figure 5C**), and the ranked gene list were used for GSEA. 

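Genes of extracellular matrix and skeletal muscle had the largest falls in the anti-RGMa group, and Prph and Calcb, which motor and sensory neurons express, were among the largest rises. Postn (periostin, a matrix protein of fibroblasts) had a log2 fold change of -2.42 against isotype control (SE 0.74, adjusted p = 0.223 from limma), below the isotype control mean in 6 of 6 mice. Mmp3 (stromelysin, a matrix protease) had -2.10, Ltbp2 (which binds elastic fibres) -1.82 and Col14a1, a fibril-associated collagen, -1.84. The muscle genes Myl1 and Mylpf, which encode myosin light chains, had -2.68 and -2.43, and Mb (myoglobin) had -2.60. Without isotype control replicate 4 these were -1.47, -1.35 and -1.37 and did not pass, and of the 17 arrays 14, 4 and 5, each left out alone, ended the call of Myl1, Mylpf and Mb. With the skeletal muscle mean of each array as a covariate, Postn (-1.44) and Mylpf (-0.69) passed and Col14a1 (-1.12), Myl1 (-0.59) and Mb (-0.78) did not. Mb had -1.54 and Col14a1 -1.02 with the mean of the probe sets, and Col14a1 -1.21 without isotype control replicate 4, all of which passed. Prph (peripherin, an intermediate filament of motor and sensory neurons) had a log2 fold change of 1.42 (SE 0.35, adjusted p = 0.188), above the isotype control mean in 6 of 6 mice, and 0.24 with the mean of its probe sets, which did not pass. Calcb (a calcitonin gene-related peptide) had 1.33 and Kcnc4, a potassium channel, 0.83. Prph and Calcb were highest in anti-RGMa replicate 1 (11.67 and 10.62), where the mean of 6 dorsal root ganglion genes, a list chosen after seeing the data, was 8.76, against 7.45 in replicate 6 and 4.33 to 4.69 in the other anti-RGMa mice. At the paper's threshold, an unadjusted p under 0.05 with a fold change over 1.5, 222 of 18194 genes were higher and 494 lower in the anti-RGMa group. An unadjusted p under 0.05 alone was reached by 2870 genes. An adjusted p under 0.05 was reached by 1 gene, Tmem114, a membrane protein gene named here after its value was seen (log2 fold change 2.16, SE 0.30, adjusted p = 0.0455). Without anti-RGMa replicate 6, 1490 genes passed at an adjusted p under 0.05 (0 to 2 without any other array), and 538 were higher and 684 lower at the paper's threshold; 337 were higher without isotype control replicate 2 and 422 without replicate 3. Without isotype control replicates 3, 4 and 5, whose skeletal muscle signals stood highest, a choice made after seeing the data, 520 were higher and 307 lower, Postn had -0.79 and passed, and Col14a1 (-0.70), Myl1 (1.13), Mylpf (0.45) and Mb (-0.01) did not.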

The GSEA results were summarized in **Supplementary File 3**. 

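Beyond the markers of resident cells, lists of proliferation and inflammation were lower in the anti-RGMa group. Of 27 cell cycle genes, 7 fell and 20 did not pass the paper's threshold. At an adjusted p under 0.05, 2 were lower adjusted over the list alone and 0 over all genes. Of the 27 genes, 8 are also drawn in Fig. 5J, which had been read when the list was written. For these the count over the list alone is not independent evidence. Cks1b, a subunit of cyclin-dependent kinases, had a log2 fold change of -0.70 and Prc1, a protein of the dividing spindle, -0.81. The list's normalized enrichment score (NES) in GSEA was -2.63 (adjusted p = 6.7e-08; adjusted p = 0.268 with an estimated correlation), and its mean was below that of the isotype control group in 5 of 6 mice. Of 26 chemokine and cytokine genes, 4 fell (0 adjusted over the list alone), among them Il6, an inflammatory cytokine, by 2.03 and Tgfb1, which drives matrix synthesis, by 0.64 on the log2 scale (NES -2.27, adjusted p = 7.4e-05; adjusted p = 0.268 with an estimated correlation). Of 11 complement genes 1 fell (NES -1.98, adjusted p = 0.0020; adjusted p = 0.543 with an estimated correlation). Of 13 reactive astrocyte genes 0 passed the threshold and 1 was lower adjusted over the list alone (NES -1.98, adjusted p = 0.0023), of 12 B cell and plasma cell genes 2 fell (NES -1.84, adjusted p = 0.0107) and of 9 Schwann cell genes 2 fell (NES -1.75, adjusted p = 0.0174), each list with an adjusted p = 0.374 with an estimated correlation. Without isotype control replicate 1 the complement (adjusted p = 0.141), reactive astrocyte (0.0503), B cell (0.105) and Schwann cell (0.0503) calls were lost. Those of complement (0.105) and B cells (0.138) were also lost without isotype control replicate 5, that of B cells (0.0543) and Schwann cells (0.0543) without anti-RGMa replicate 6, and that of Schwann cells without isotype control replicate 3 (0.0675) or 4 (0.0874) or anti-RGMa replicate 2 (0.138). Other settings also ended the B cell call (array weights 0.107, mean of probe sets 0.0805), the Schwann cell call (mean of probe sets 0.0862, muscle covariate 0.0973, ranking by fold change 0.355, without isotype control replicates 3, 4 and 5 0.266) and the chemokine call (brighter part of the genes, 0.0633). Of 31 skeletal muscle genes, 7 fell (0 adjusted over the list alone; NES -2.72, adjusted p = 8.7e-09; adjusted p = 0.374 with an estimated correlation), and of 12 genes of regenerating muscle, 6 fell (0 adjusted over the list alone; NES -2.16, adjusted p = 0.00022; adjusted p = 0.268 with an estimated correlation). Both calls rested on isotype control replicates 3, 4 and 5, the arrays with the highest skeletal muscle signals. Without them, a choice made after seeing the data, the skeletal muscle list turned to an NES of 1.98 (adjusted p = 0.00081) and the regenerating muscle list to an NES above 0 that did not pass (adjusted p = 0.511). Genes of neutrophils (NES 0.97, adjusted p = 0.562), T cells (-1.34, adjusted p = 0.196), the interferon response (-1.18, adjusted p = 0.312) and MHC class II (-0.74, adjusted p = 0.868) did not pass. Neither did those of cartilage (adjusted p = 0.890), bone (adjusted p = 0.562), erythroid cells (adjusted p = 0.893), cholesterol synthesis (adjusted p = 0.498) or BMP targets (adjusted p = 0.769), BMP signalling being a pathway in which RGMa is a co-receptor. The T cell list passed, lower, without isotype control replicate 4 (adjusted p = 0.0289), with an offset of 32 (0.0316), the mean of probe sets (0.0118), the antibody groups alone (0.0466), the cartilage and bone covariate (0.0397), and without isotype control replicates 3, 4 and 5 (0.0493), chosen after seeing the data. The interferon list passed, lower, without isotype control replicate 4 (0.0079) or anti-RGMa replicate 4 (0.0110) or 6 (0.0253), with array weights (0.0382) and with the muscle (0.0284) or cartilage and bone (0.0278) covariate, and the cholesterol list, higher, without anti-RGMa replicate 6 (0.0155). The BMP targets had an NES above 0 and a median and a mean below 0 (-0.13 and -0.04). In the complement, B cell, Schwann cell and these 9 lists, 0 genes passed at an adjusted p under 0.05 adjusted over the list alone. In all, 3 of 38 lists were higher and 20 lower at an adjusted p under 0.05 in GSEA. With a preset correlation camera called 22 lists and with an estimated correlation 0 (lowest adjusted p = 0.191), and fry, which tests whether a list's genes move on balance one way, called 7.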

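In GSEA, the lists of neuron, oligodendrocyte and astrocyte markers were higher in the anti-RGMa group than in the isotype control group. Those of macrophage and smooth muscle markers were lower, and 0 of these 5 lists passed with an estimated correlation. Few single markers passed the paper's threshold outside the smooth muscle list. All 22 measured neuron markers had a log2 fold change above 0 and 2 rose at the threshold of an unadjusted p under 0.05 and a fold change over 1.5 (9 higher at an adjusted p under 0.05 adjusted over the list alone, 0 over all genes). Among them, Syn1 (synapsin, of synaptic vesicles) had a log2 fold change of 0.59 (SE 0.20), Tubb3 (a neuronal tubulin) 0.47 and Nefl (neurofilament light chain) 0.45. The neuron list had an NES of 2.48 (adjusted p = 6.8e-08; adjusted p = 0.268 with an estimated correlation), and its mean lay above that of the isotype control group in 5 of 6 mice. Of 16 oligodendrocyte markers, 15 were above 0 and 0 passed the threshold (0 adjusted over the list alone). Mbp (myelin basic protein) had 0.22 and Cnp, an enzyme of myelin, 0.25 (NES 2.27, adjusted p = 1.2e-05; adjusted p = 0.281 with an estimated correlation). Of 20 astrocyte markers, 17 were above 0 and 1 rose (0 adjusted over the list alone). Aldoc (aldolase C) had 0.31 and Acsbg1, an acyl-CoA synthetase, 0.39 (NES 2.24, adjusted p = 3.9e-05; adjusted p = 0.268 with an estimated correlation). Of 18 macrophage and monocyte markers, 3 fell and 15 did not pass (0 adjusted over the list alone). Mrc1 (the mannose receptor) fell by 1.05 and Msr1, a scavenger receptor, by 1.07 on the log2 scale (NES -1.96, adjusted p = 0.0011; adjusted p = 0.374 with an estimated correlation). Of 16 smooth muscle markers, 7 fell and 1 rose (5 lower and 1 higher adjusted over the list alone). Smtn (smoothelin) fell by 1.09 and Mustn1, a small nuclear protein of musculoskeletal tissue, by 1.11 (NES -2.19, adjusted p = 0.00028; adjusted p = 0.191 with an estimated correlation). Markers of oligodendrocyte precursors (NES -1.28, adjusted p = 0.254), homeostatic microglia (0.98, adjusted p = 0.562), disease-associated microglia (-0.71, adjusted p = 0.890) and ependymal cells (-1.35, adjusted p = 0.196) did not pass, with 0 genes adjusted over each list alone, and the ependymal list passed without anti-RGMa replicate 1 (adjusted p = 0.0321) and the precursor list, lower, without isotype control replicates 3, 4 and 5 (adjusted p = 0.0280). The median of the precursor markers was 0.02 and that of the homeostatic microglia markers -0.04, each opposite in sign to the NES.

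**Figure D2:**
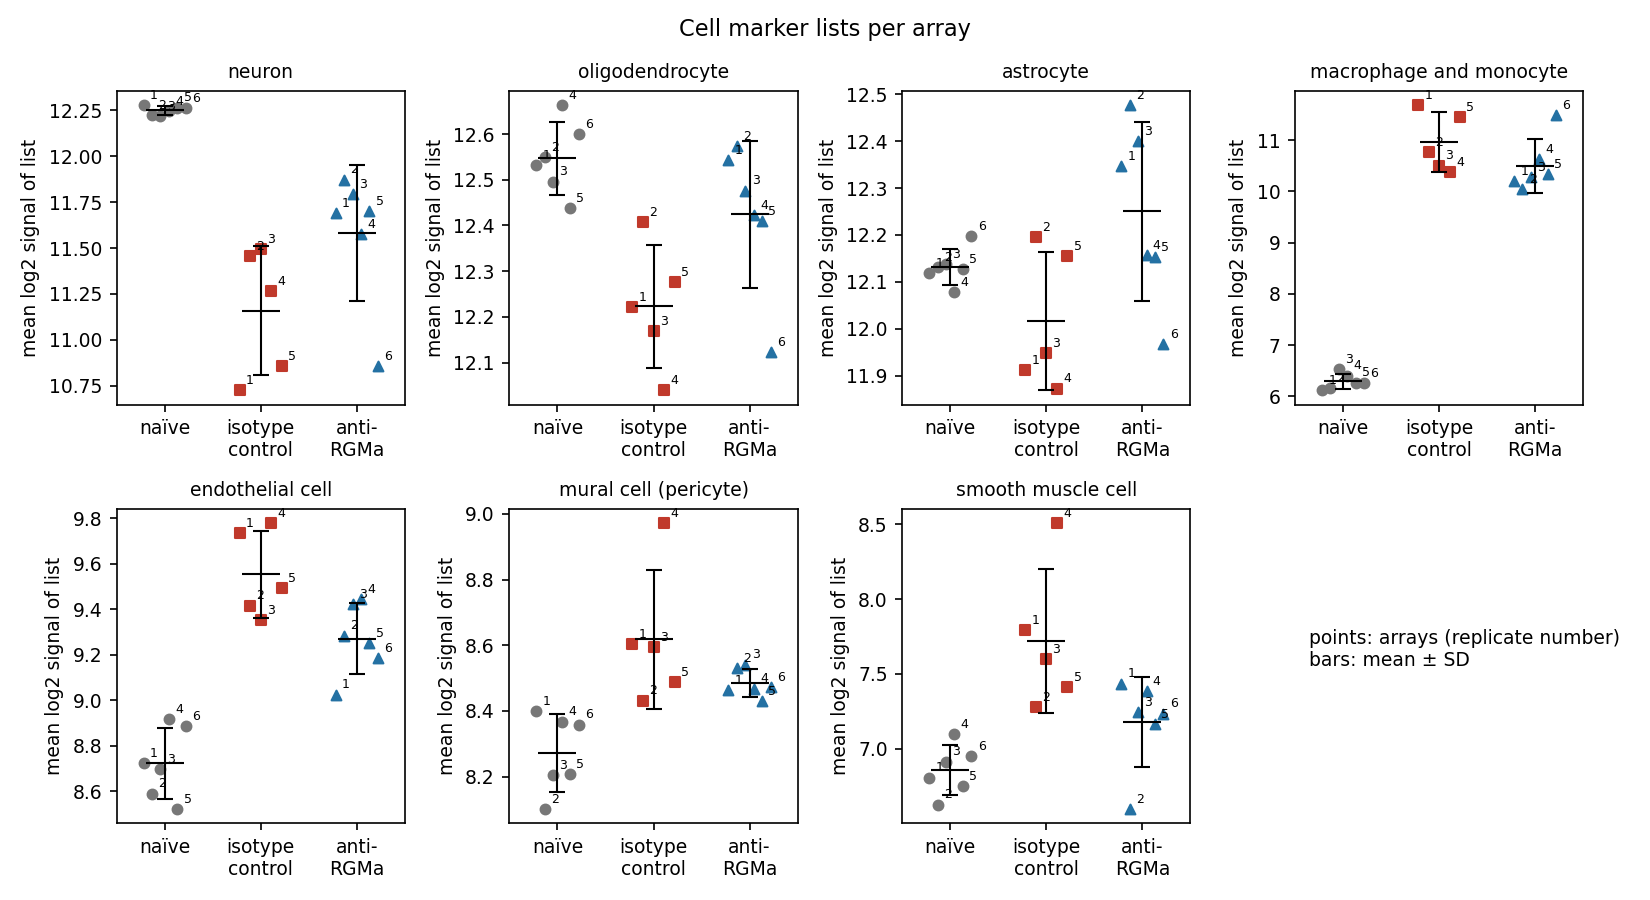
Mean log2 signal of 7 cell marker lists in each array by group, with replicate numbers, and the mean and SD of each group. The neuron list of anti-RGMa replicate 6 lies at 10.86, against 11.58 to 11.87 in the other anti-RGMa mice.

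Anti-RGMa replicate 6 had the lowest neuron, oligodendrocyte (12.12) and astrocyte (11.97) means and the highest macrophage mean (11.49) of its group. The macrophage call was lost without isotype control replicate 1 (adjusted p = 0.0503), and the oligodendrocyte call without isotype control replicates 3, 4 and 5 (adjusted p = 0.244), a choice made after seeing the data.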

GSEA analysis of CNS cell markers showed significant enrichment of marker genes in neurons, oligodendrocytes, astrocytes, macrophages, mural cells, smooth muscle cells, and endothelial cells (**Figures 5D, E**; **Supplementary Figure 2**). In particular, endothelial cell and mural cell (pericyte) markers were negatively enriched in anti-RGMa treated group. Therefore, we further analyzed the gene sets with negative enrichment in GSEA (**Figures 5F-H**), and revealed that gene sets related to extracellular matrix production and epithelial mesenchymal transition (EMT) were strongly regulated by anti-RGMa antibody treatment. 

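The list of endothelial cell markers was lower in the anti-RGMa group, with Cdh5, Tie1 and Ecscr among the 5 genes that passed, while among pericyte markers the call rested on few genes. Of 29 endothelial markers, 23 had a log2 fold change below 0, 5 fell at the paper's threshold, 0 rose and 24 did not pass (5 lower adjusted over the list alone, 0 over all genes). Cdh5 (VE-cadherin, of endothelial junctions) had a log2 signal of 8.98 ± 0.36 (SD, n = 5) in the isotype control group and 8.27 ± 0.26 (SD, n = 6) in the anti-RGMa group, a log2 fold change of -0.71 (SE 0.17, adjusted p = 0.185 from limma), lower in 6 of 6 mice. Tie1, a receptor tyrosine kinase of endothelium, had -0.72 and Ecscr, an endothelial surface protein, -0.59. Kdr (VEGF receptor) had -0.56, short of the fold threshold. The endothelial list had an NES of -2.50 (adjusted p = 9.0e-07), with an adjusted p = 0.268 with an estimated correlation, and its mean was below that of the isotype control group in 6 of 6 mice. Of 17 mural cell markers, 1 fell and 16 did not pass (1 adjusted over the list alone). Pdgfrb (the PDGF receptor of pericytes) fell by 0.74 (SE 0.15, adjusted p = 0.184), and Notch3, a receptor of mural cells, had -0.29. The mural list had an NES of -1.74 (adjusted p = 0.0174), with an adjusted p = 0.516 with an estimated correlation, and the median of its members was -0.02. Its highest array mean, 8.97, was that of isotype control replicate 4, which also had the highest skeletal muscle signals, and without that array the adjusted p was 0.594. It was also above 0.05 without isotype control replicate 2 (0.0658) or 3 (0.0634) or anti-RGMa replicate 1 (0.0823) or 5 (0.0628), and with the skeletal muscle mean (0.617) or the cartilage and bone mean (0.226) of each array as a covariate.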

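The lists of collagen, laminin and other matrix genes were lower in the anti-RGMa group. Of 42 collagen genes, 18 fell at the paper's threshold, 0 rose and 24 did not pass (21 lower adjusted over the list alone, 0 over all genes). Col4a2, of type IV collagen in basement membranes, had a log2 fold change of -0.95 (SE 0.20, adjusted p = 0.184 from limma) and Col15a1, at the outer face of basement membranes, -1.14 (SE 0.27), each lower in 6 of 6 mice. The collagen list had an NES of -2.93 (adjusted p = 2.6e-12), with an adjusted p = 0.191 with an estimated correlation. Of 10 laminin genes, 5 fell and 5 did not pass (5 adjusted over the list alone). Lamb1 had -1.31 and Lamc1, a chain of most laminins, -0.73 (NES -2.21, adjusted p = 4.3e-05; adjusted p = 0.191 with an estimated correlation). Of 29 other matrix genes, 18 fell and 11 did not pass (16 adjusted over the list alone). Tnc (tenascin C, of wound matrix) had -1.43, Thbs2 (thrombospondin 2) -0.85 and Bgn (biglycan, a small proteoglycan) -1.09 (NES -3.02, adjusted p = 1.1e-12; adjusted p = 0.191 with an estimated correlation). Of 16 genes of matrix proteases and their inhibitors, 5 fell (5 adjusted over the list alone), among them Mmp14 and Adamts1, which cleave matrix proteins, by 0.96 and 0.63 on the log2 scale (NES -2.40, adjusted p = 1.4e-05; adjusted p = 0.191 with an estimated correlation). Of 24 integrin genes, 1 fell (0 adjusted over the list alone), Itga5 of the fibronectin receptor, by 1.05 (NES -2.10, adjusted p = 0.00031; adjusted p = 0.191 with an estimated correlation). Of 23 fibroblast markers, 14 fell (13 adjusted over the list alone). Among them, Col5a1, a fibrillar collagen, had -1.51 and Dpt (dermatopontin) -1.72 (NES -2.60, adjusted p = 6.7e-08, and adjusted p = 0.268 with an estimated correlation). Fig. 5J, which had been read when these lists were written, draws 12 of the collagen, 5 of the laminin and 13 of the other matrix genes. It also draws 3 of the protease and inhibitor, 7 of the integrin and 6 of the fibroblast genes. For the genes drawn, the counts over each list alone are not independent evidence.

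**Figure D3:**
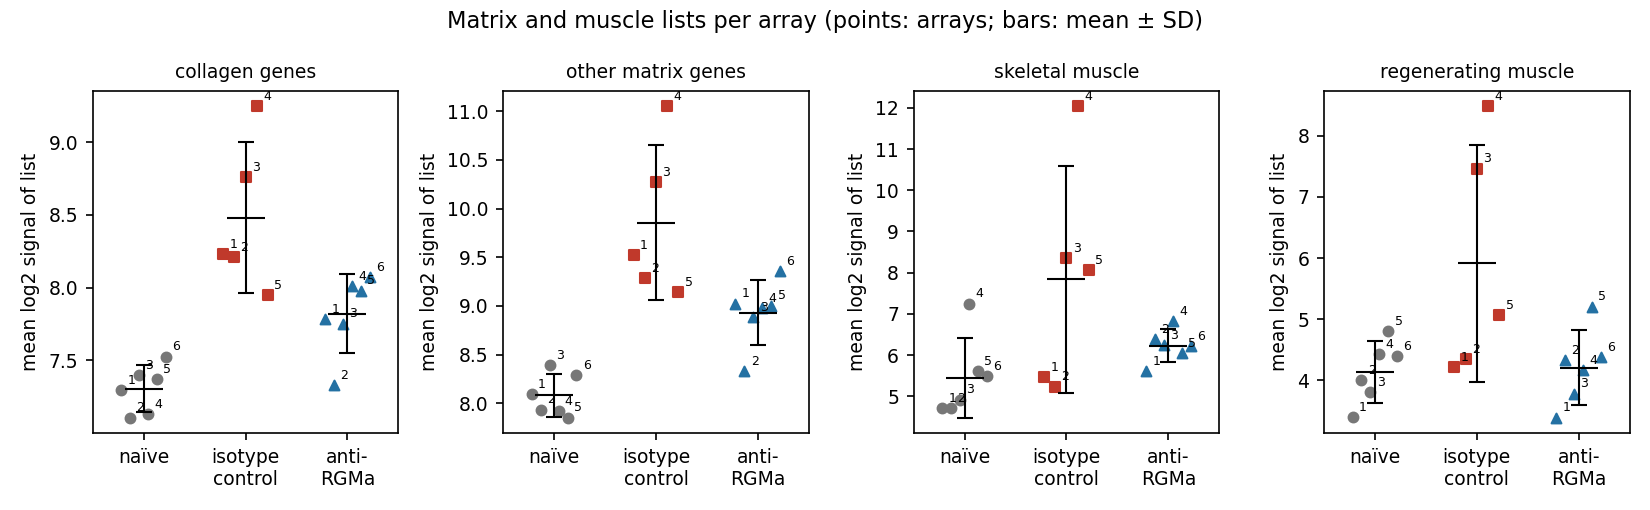
Mean log2 signal of collagen genes, other matrix genes and 2 muscle lists in each array by group, with replicate numbers, and the mean and SD of each group. Isotype control replicate 4 has the highest mean in each of the 4 panels.

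Skeletal muscle genes moved with these groups. Their mean log2 signal in isotype control replicates 1 to 5 was 5.47, 5.24, 8.36, 12.04 and 8.07, and 6.22 ± 0.40 (SD, n = 6) in the anti-RGMa group. Collagen means in the same 5 arrays were 8.23, 8.21, 8.76, 9.25 and 7.95, each above the anti-RGMa mean of 7.82 ± 0.27. The value of isotype control replicate 5 lay below those of anti-RGMa replicates 4, 5 and 6 (8.01, 7.98 and 8.07). Its fibroblast mean (9.32) lay below the anti-RGMa mean of that list (9.36).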

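In GSEA, the list of genes that activated endothelium makes was lower in the anti-RGMa group, whereas the lists of tight junctions and of transporters of the barrier did not pass the test. Of 23 endothelial activation genes, 22 had a log2 fold change below 0, 10 fell at an unadjusted p under 0.05 with a fold change over 1.5, 0 rose and 13 did not pass (0 adjusted over the list alone). Angpt2 (angiopoietin 2, which destabilises vessels) had a log2 fold change of -0.63 (SE 0.22, adjusted p = 0.240 from limma), lower in 6 of 6 mice. Lrg1, a secreted glycoprotein that promotes vessel growth, had -0.87 and Socs3, a feedback inhibitor of cytokine signalling, -0.82, each lower in 5 of 6 mice. The list had an NES of -2.61 (adjusted p = 6.7e-08), with an adjusted p = 0.191 with an estimated correlation. Of its 23 genes, 9 are also drawn in Fig. 5J, which had been read when the list was written. The count over the list alone is therefore not independent evidence for them. Other lists hold 5 of the 23 genes, and the macrophage and the chemokine and cytokine lists were lower as well. RNA of all cells of the cord segment was measured together, so whether the fall lies in endothelium was not tested. Of 13 tight junction genes, 1 fell and 12 did not pass (1 adjusted over the list alone; NES -1.23, adjusted p = 0.278). Esam, an endothelial adhesion molecule, had -0.31 and Tjp1 (ZO-1, a scaffold of tight junctions) -0.11. The list passed without isotype control replicate 4 (adjusted p = 0.0136) and without replicates 3, 4 and 5 (adjusted p = 0.0040), the latter chosen after seeing the data. Of 21 transporter genes, 1 fell, Slc38a5, a glutamine transporter, by 0.62 on the log2 scale, and 20 did not pass (0 adjusted over the list alone). Tfrc (the transferrin receptor) had 0.30. The transporter list had an NES of 1.05 (adjusted p = 0.498) with a median of -0.01, and its sign changed without isotype control replicate 3 (NES -0.72, adjusted p = 0.916). The published sets of endothelial BBB dysfunction were not analysed here.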

Further, we performed GSEA by utilizing endothelial BBB-related gene sets reported by Munji et al. (32), and revealed that anti-RGMa treatment significantly altered BBB dysfunction modules (**Figure 5I**; **Supplementary Figure 3**).

**Figure 5:**
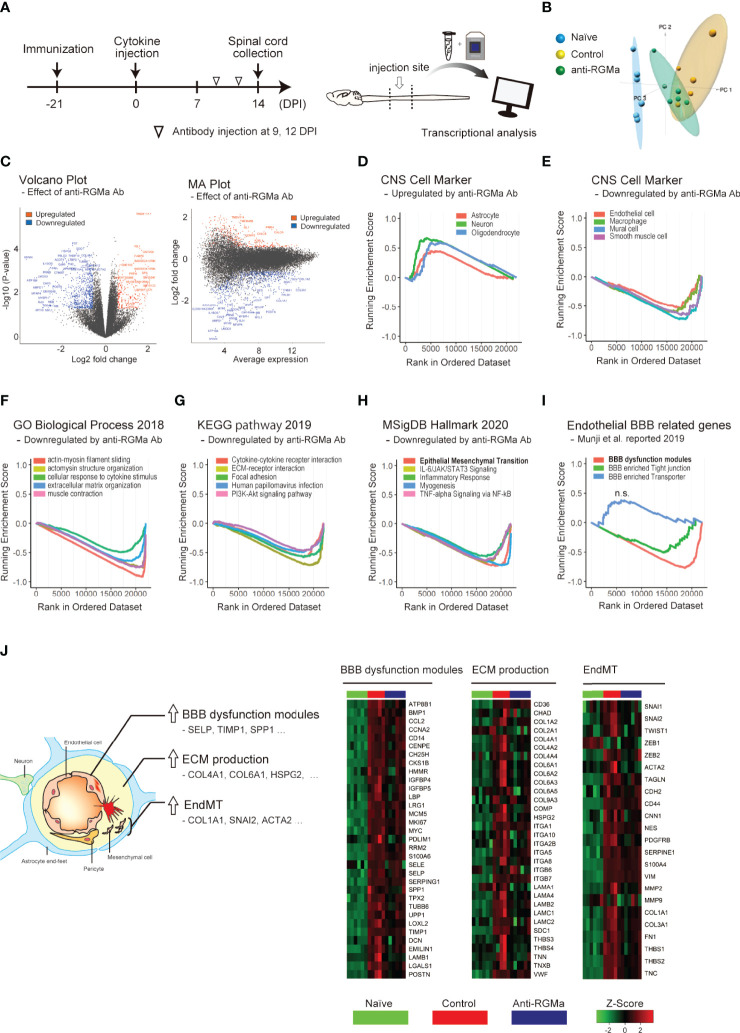
Transcriptional analysis of targeted EAE mice treated with control/anti-RGMa antibody. **(A)** Graphical representation of transcriptional analysis experiments. **(B)** Principal component analysis plot of each group. **(C)** Volcano plot (left) and MA plot (right) of the comparison between the isotype control group and the anti-RGMa antibody group. Differentially expressed genes (fold change>1.5, *p*-value < 0.05) were represented by color dots. **(D)** GSEA plot of CNS cell markers with positive enrichment in anti-RGMa antibody group compared to isotype control group (*p*-adjust < 0.05). **(E)** GSEA plot of CNS cell markers with negative enrichment in anti-RGMa antibody group compared to isotype control group (*p*-adjust < 0.05). **(F–H)** Top 5 GSEA plots with negative enrichment gene sets (*p*-adjust < 0.05) of GO biological process **(F)**, KEGG pathway **(G)**, and MsigDB hall mark **(H)**. **(I)** GSEA plot of BBB related genes sets (*p*-adjust < 0.05, n.s.; not significant). **(J)** Key features related to BBB disruption and corresponding genes (left) and heatmap of representative genes in BBB dysfunction modules, ECM production, and EndMT (right).

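Immune genes rose by several log2 units under EAE, and neuronal genes fell by smaller amounts. In isotype control mice, Cxcl9, an interferon-induced chemokine, had a log2 signal of 12.70 ± 0.71 (SD, n = 5) against 2.96 ± 0.55 (SD, n = 6) in naïve mice, a log2 fold change of 9.74, or 7.38 with an offset of 32 (adjusted p = 4.4e-12 from limma without the offset). Acod1, an enzyme of activated macrophages, had 9.45 (5.84 with the offset), Cst7, a protease inhibitor of activated microglia and cytotoxic cells, 8.97 (6.06) and Lcn2 (lipocalin 2, of reactive astrocytes and neutrophils) 7.91 (7.37). The naïve means of Acod1 (1.49), Cst7 (2.28) and Cxcl9 lie far below the median log2 signal of the naïve arrays (7.04 to 7.18), where signals carry background, so the sizes of these rises depend on the offset. Genes of potassium channel subunits were among the largest falls, with Kcnab1 at -2.03 (SE 0.31, adjusted p = 5.0e-05) and Kcnip2 at -2.03 (-1.32 with the mean of its probe sets). Cacng3, of AMPA receptor complexes, had -1.94. In total, 3135 genes were higher and 2709 lower in isotype control than in naïve cord at an adjusted p under 0.05 with a fold change over 1.5, and 2400 were higher and 1511 lower in anti-RGMa than in naïve cord. Of 38 gene lists, 25 were higher and 2 lower in isotype control than in naïve cord in GSEA, and 5 passed with an estimated correlation. All 18 macrophage and monocyte markers rose (18 adjusted over the list alone), with a median of 4.45 (NES 2.40, adjusted p = 7.3e-09; adjusted p = 0.0615 with an estimated correlation). All 19 interferon response genes rose (19 adjusted over the list alone; NES 2.42, adjusted p = 5.2e-09; adjusted p = 0.107 with an estimated correlation). Of 22 neuron markers, with a median of -1.07, 20 fell and 0 rose (21 adjusted over the list alone without the fold threshold; NES -2.55, adjusted p = 1.6e-08; adjusted p = 0.255 with an estimated correlation), and of 19 genes of cholesterol synthesis 11 fell (16 adjusted over the list alone without the fold threshold; NES -2.01, adjusted p = 0.00062; adjusted p = 0.436 with an estimated correlation). Centring each array on its median shifted the median log2 fold change of all genes from -0.04 to -0.18 in this comparison.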

Alteration of gene expression in each gene set among the naïve, control antibody treated, and RGMa antibody treated groups is shown in **Figure 5J**. In addition to BBB dysfunction-related genes and ECM production-related genes, endothelial mesenchymal transition (EndMT)-related genes were also analyzed based on its similarity with EMT. 

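The list of EndMT genes, of the change of endothelial cells toward a mesenchymal state, was lower in the anti-RGMa group. Acta2 (smooth muscle actin) had a log2 signal of 9.69 ± 0.18 (SD, n = 6) in naïve mice, 10.55 ± 0.71 (SD, n = 5) in the isotype control group and 9.50 ± 0.25 (SD, n = 6) in the anti-RGMa group. Its log2 fold change between the antibody groups was -1.05 (SE 0.25, adjusted p = 0.185 from limma), lower in 6 of 6 mice. Snai2 (Slug, a transcription factor of mesenchymal transition) had -1.14 (SE 0.37, adjusted p = 0.223), also lower in 6 of 6 mice, and -0.84, which did not pass, without isotype control replicates 3, 4 and 5, chosen after seeing the data. Tagln (transgelin, which binds actin) had -1.06. Of the other transcription factors drawn in Fig. 5J, named after their values were seen, Twist1 had -1.09, and Snai1 (-0.48), Zeb2 (-0.24) and Zeb1 (0.11) did not pass. Of 29 EndMT genes written from textbook knowledge, 28 had a log2 fold change below 0, 14 fell at the paper's threshold, 0 rose and 15 did not pass (15 lower adjusted over the list alone, 0 over all genes). The list had an NES of -2.84 (adjusted p = 4.8e-10), with an adjusted p = 0.191 with an estimated correlation, and its mean was 8.52 ± 0.19 in naïve mice, 10.28 ± 0.30 in the isotype control group and 9.60 ± 0.29 in the anti-RGMa group. Of these 29 genes, 15 are also in other lists, such as those of smooth muscle cells (Acta2, Cnn1 and Tagln) and fibroblasts (Col1a1, Col1a2 and Col3a1), and the fibroblast, smooth muscle and other matrix lists were lower as well, with mean log2 fold changes of -1.06, -0.54 and -0.93. In Fig. 5J, which had been read when the list was written, 20 of the 29 are drawn, so the count over the list alone is not independent evidence for them.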

Most genes in each group were upregulated by EAE induction, and this upregulation was ameliorated by anti-RGMa antibody treatment. 

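Most measured genes of the Fig. 5J heatmap had higher means in isotype control than in naïve cord and lower means in anti-RGMa than in isotype control. Among 31 measured genes of the BBB dysfunction modules, 30 were higher in isotype control than in naïve cord, 29 of them at an adjusted p under 0.05 with a fold change over 1.5, and 30 were lower in anti-RGMa than in isotype control, 17 of them at the paper's threshold. Rrm2, a subunit of ribonucleotide reductase, rose with EAE from 6.46 ± 0.18 (SD, n = 6) to 10.00 ± 0.52 (SD, n = 5) and had a log2 fold change of -0.93 (SE 0.31, adjusted p = 0.225 from limma) in the anti-RGMa group, lower in 6 of 6 mice. Timp1, an inhibitor of matrix proteases, rose with EAE by 6.16 on the log2 scale and had -0.77 (SE 0.37, adjusted p = 0.320), which did not pass, and passed in 14 of 30 other settings, among them the skeletal muscle covariate (-1.03) and the fits without naïve replicate 3 or 4 (-0.77 in each), isotype control replicate 3 (-0.89) or anti-RGMa replicate 4 (-0.86) or 6 (-0.96). Among 31 genes of ECM production, 30 were higher with EAE (21 at the threshold) and 30 lower in anti-RGMa (15 at the threshold; 29 lower with quantile normalization or with median centring). Col6a1, of type VI collagen, had 2.14 with EAE and -1.37 (SE 0.48, adjusted p = 0.235) with anti-RGMa, and -0.87 with the muscle covariate and -0.48 without isotype control replicates 3, 4 and 5, chosen after seeing the data, which did not pass. Hspg2 (perlecan, of basement membranes) had 0.45 and -0.41, neither of which passed, but -1.07 with the mean of its probe sets, past the paper's threshold, the -0.41 reaching an unadjusted p under 0.05 without isotype control replicate 1 (-0.52) or 2 (-0.51) or anti-RGMa replicate 4 (-0.48). Among 22 EndMT genes, 20 were higher with EAE (18 at the threshold) and 21 lower in anti-RGMa (13 at the threshold; 20 lower with median centring). Zeb1, also named after its values were seen, had the opposite order, with log2 means of 11.29 in naïve, 10.92 in isotype control and 11.03 in anti-RGMa mice. The median log2 fold change between the antibody groups was -0.64 for the BBB dysfunction modules, -0.84 for ECM production and -0.88 for EndMT. At an adjusted p under 0.05, 0 genes of the heatmap were lower in the anti-RGMa group. The paper calls the genes of the heatmap representative, and its text does not say how they were picked. If they were picked on these arrays, the counts are not independent evidence. Of 10 laminin genes in the list used here, the 5 drawn in the heatmap are the 5 that fell. Of 7 integrin genes drawn, 1 fell. The rise and the fall also share the isotype control arrays, so that opposite signs are favoured by chance. From the rise with EAE and its amelioration by the antibody, and from the part of EndMT in endothelial dysfunction, the paper reasons toward a therapeutic effect of the antibody on vascular pathology.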

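The inflammatory genes with the largest fitted rises under EAE did not pass the test between the antibody groups. Lcn2 had a log2 signal of 14.15 ± 0.38 (SD, n = 5) in the isotype control group and 14.15 ± 0.28 (SD, n = 6) in the anti-RGMa group. Ccl5, a chemokine of T cells, had a log2 fold change of 0.37 (SE 0.58, adjusted p = 0.773 from limma) and Chil3, a secreted protein of activated macrophages, -0.21 (SE 0.78, adjusted p = 0.917). Of the 10 genes with the largest rises under EAE, 0 were lower in the anti-RGMa group at an unadjusted p under 0.05 and a fold change over 1.5. Of the 10 with the largest falls, 3 were higher (Rasd2, a small GTPase of neurons, Ano3, an anoctamin, and Kcnip2). Genes picked for extreme isotype control values return in part by chance, and 100 simulations of groups with no antibody effect, with genes drawn independently, gave 0.53 and 0.72 genes on average and up to 2 and 4, with 3 or more of the falls in 2 of them. In Kcnip2, isotype control replicate 4 (4.85) stood far below the rest of its group. Across 18194 genes, the covariance of the EAE change with the anti-RGMa change was -0.266, and simulated groups with no antibody effect gave -0.0822, because both changes share the isotype control arrays. With these arrays split between the changes, the covariance ranged from -0.283 to -0.0662 over 20 choices. Their average of -0.180 is 16.7% of the EAE change returned, a share that depends on the choice (exact permutation test, two-sided, p = 0.0455, 21 of 462 splits as large). This call was lost without isotype control replicate 1 (exact p = 0.0905), 4 (exact p = 0.0714) or 5 (exact p = 0.114), and in the brighter part of the genes (exact p = 0.0563). Anti-RGMa and naïve arrays were not left out in turn for it.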

Because EndMT is critically involved in endothelial dysfunction (33) including BBB pathophysiology (34, 35), these results support the therapeutic effect of anti-RGMa antibody on vascular pathology.

### Anti-RGMa Antibody Treatment Attenuates Vascular Pathology

To further confirm the effect of anti-RGMa on vascular pathology, we performed immunohistochemical analysis of vascular endothelial cell marker CD31 and basement membrane marker type IV collagen, both of which are BSCB components (**Figure 6A**). Endothelial cells exhibited abnormal thickening at 14 DPI (**Figure 6B**). Type IV collagen staining revealed a decrease in staining at 8 DPI, perivascular deposition at 14 DPI, and fibrous mesh formation at 21 DPI (**Figure 6B**). We also observed dense RGMa immunoreactivity around endothelial cells within the lesion site at 14 and 21 DPI (**Figure 6C**). 

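Selp, which encodes P-selectin, an adhesion molecule that activated endothelium and platelets show to leukocytes, rose with EAE and was lower in the anti-RGMa group. Its log2 signal was 4.95 ± 0.85 (SD, n = 6) in naïve mice, 8.86 ± 0.52 (SD, n = 5) in the isotype control group and 7.74 ± 0.85 (SD, n = 6) in the anti-RGMa group. The log2 fold change between the antibody groups was -1.12 (SE 0.45, adjusted p = 0.273 from limma), with 6 of 6 anti-RGMa mice below the isotype control mean (exact permutation test, two-sided, p = 0.0260). Col1a1, which encodes a chain of type I collagen, the main fibrillar collagen of scar and connective tissue, had log2 signals of 7.63 ± 0.73, 11.46 ± 1.10 and 9.60 ± 0.68 in the same groups. It was 3.64-fold lower in the anti-RGMa group (log2 fold change -1.87, SE 0.48, adjusted p = 0.202), also with 6 of 6 mice below the isotype control mean (exact permutation test, two-sided, p = 0.00649). Col4a1, of the type IV collagen of basement membranes, had a log2 fold change of -1.15 (SE 0.24, adjusted p = 0.184) and Pecam1, which encodes CD31, -0.31 (SE 0.18, adjusted p = 0.408), or -0.42 with an unadjusted p under 0.05 without isotype control replicate 2. Rgma itself had log2 signals of 8.23 ± 0.17 in naïve, 8.56 ± 0.14 in isotype control and 8.61 ± 0.41 in anti-RGMa mice, a log2 fold change of 0.06 (SE 0.16, adjusted p = 0.895) between the antibody groups.

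**Figure D4:**
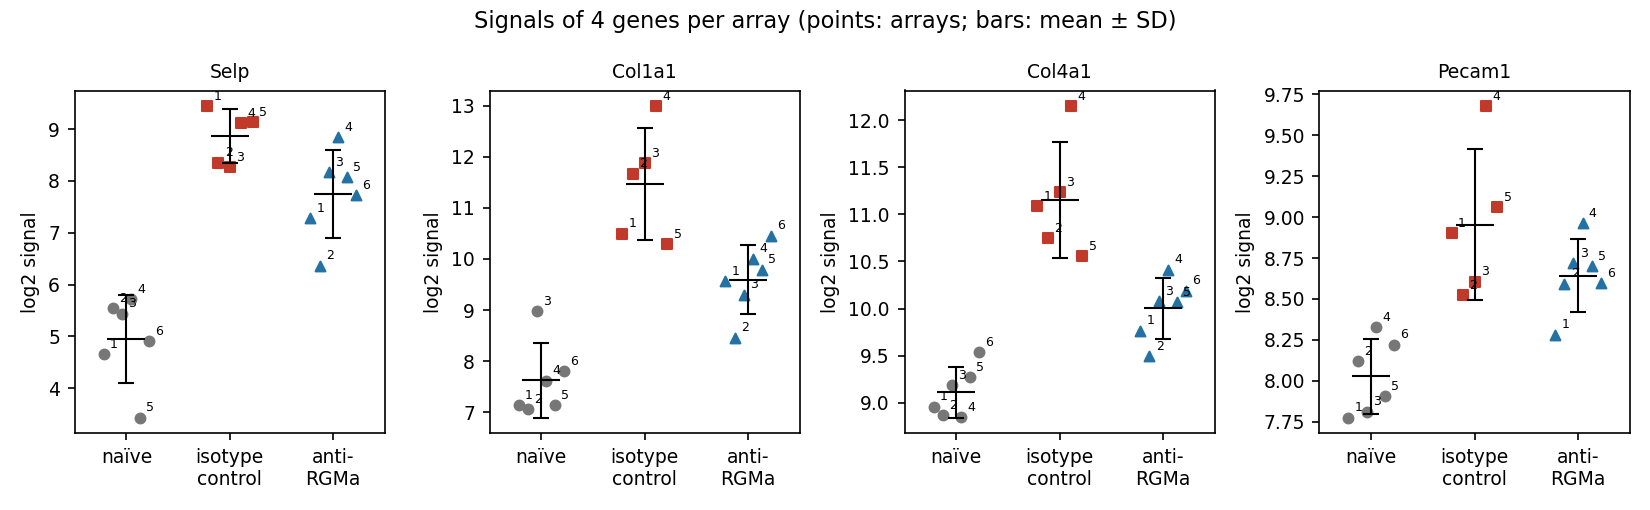
Log2 signals of Selp, Col1a1, Col4a1 and Pecam1 in each array by group, with replicate numbers, and the mean and SD of each group. Selp and Col1a1 lie below the isotype control mean in 6 of 6 anti-RGMa mice.

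The threshold of an unadjusted p under 0.05 was missed for Selp without isotype control replicate 1 (-0.97), without anti-RGMa replicate 2 (-0.84), with array weights, with the skeletal muscle mean as a covariate (-1.02) and without isotype control replicates 3, 4 and 5 (-1.15, chosen after seeing the data), and kept for Col1a1 in each of these. With the mean of its probe sets Selp had -1.91.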

Given the presence of remarkable vascular pathology at 14 DPI, we evaluated the effects of anti-RGMa antibody treatment (started at 9 DPI) by using P-selectin and type I collagen, which were included in the BBB dysfunction and EndMT-related genes and whose expression was altered by anti-RGMa based on transcriptome analysis (**Figure 7A**). As shown in **Figure 7B**, these proteins were confirmed as components of abnormal vessels in the spinal cord of targeted EAE mice. Subsequent analysis indicated that vascular abnormalities were prominent in the white matter, especially within the epicenter region (**Figure 7C**). Quantitative analysis revealed that perivascular collagen deposition in the white matter tended to be suppressed by anti-RGMa antibody treatment (**Figure 7D**). Moreover, endothelial cell abnormality and P-selectin upregulation were significantly attenuated by antibody treatment (**Figure 7D**).

**Figure 6:**
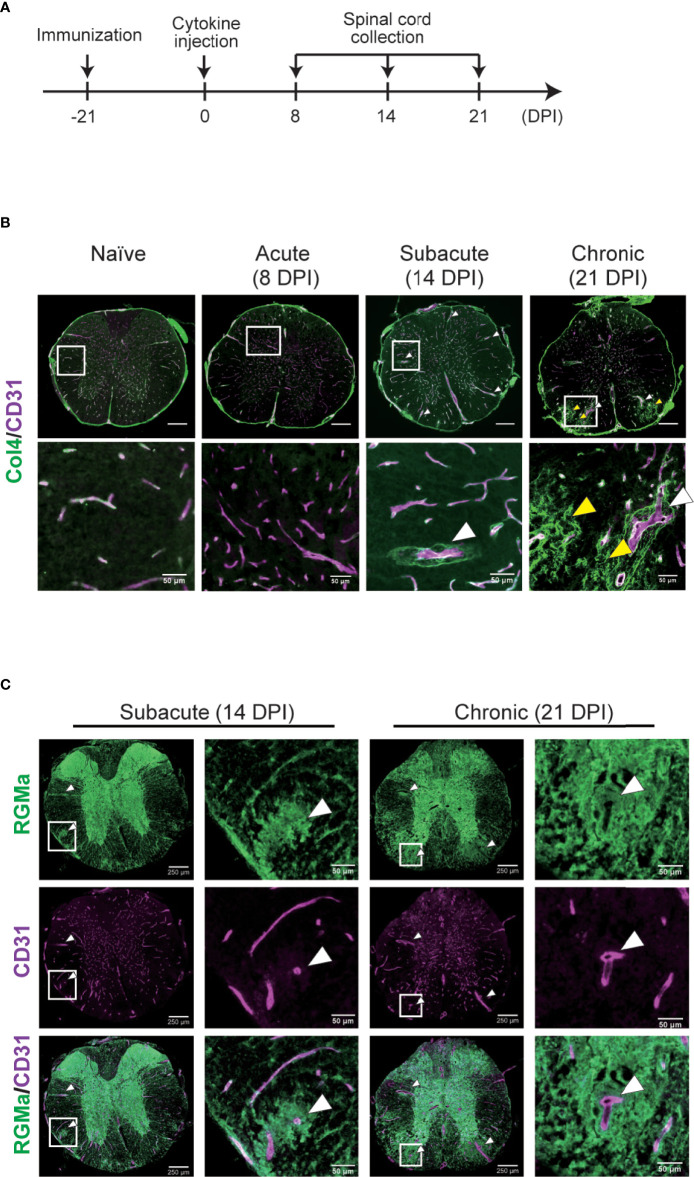
Immunohistochemical analysis of the spinal cord in targeted EAE mice. **(A)** Experimental time course of IHC analysis. **(B)** Representative image of the whole spinal cord stained with anti-CD31 and anti-type IV collagen antibodies at each disease phase in naïve mice and targeted EAE mice at 8, 14, 21 DPI. **(C)** Representative image of anti-RGMa and anti-CD31 antibodies staining in targeted EAE mouse spinal cords at 14 and 21 DPI. White and yellow arrows indicate abnormal vessels and collagen mesh formation, respectively. Scale bar; 50 μm (magnified), 250 μm (whole spinal cord).

**Figure 7:**
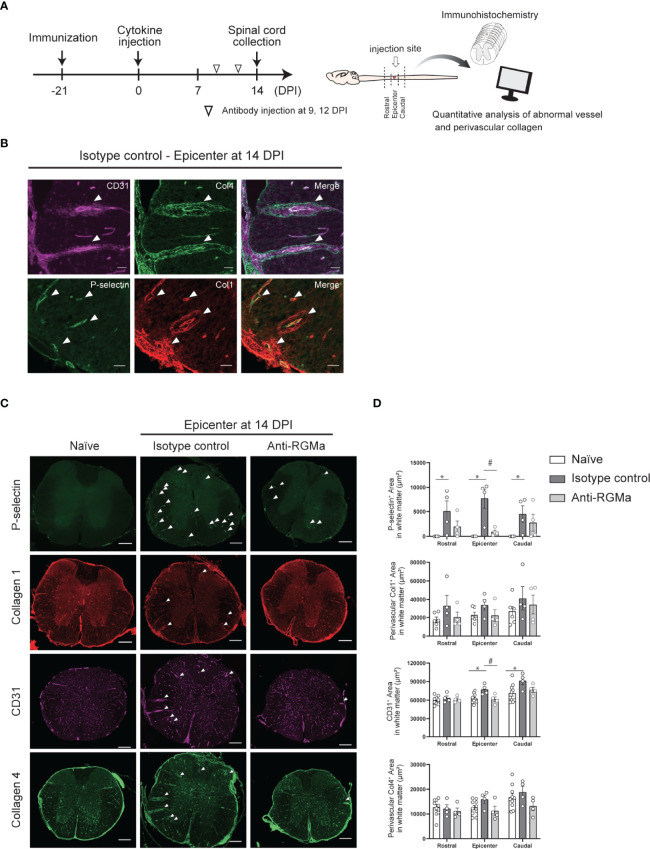
Immunohistochemical analysis of the spinal cord in targeted EAE mice treated by control/anti-RGMa antibody at 14 DPI. **(A)** Graphical representation of IHC experiments. **(B)** Representative images of vascular abnormalities at 14 DPI obtained from the isotype control group. **(C)** Representative images of the spinal cord stained for P-selectin, type I collagen, CD31, and type IV collagen in the naïve (left), isotype control (middle), and anti-RGMa antibody groups (right) at 14 DPI. Arrows indicate abnormal vessels. Scale bar; 50 μm (b, magnified image), 250 μm (c, whole spinal cord). **(D)** Quantification of P-selectin, CD31, perivascular type I and IV collagen-positive areas within white matter in each group (naïve; n=8, isotype control; n=4, anti-RGMa; n=4. Error bars represent the mean ± SEM. *p < 0.05 vs naïve, ^#^ *p <*0.05 vs isotype control, assessed *via* one-way ANOVA, followed by the Tukey-Kramer test).

## Discussion

In the present study, we revealed that BSCB repair-promoting effect is the key biological mechanism of action of anti-RGMa antibody treatment *in vivo* by applying a sequential MR imaging technique which enabled us to evaluate longitudinal changes in BSCB disruption, white matter integrity, axonal damage, and the extent of demyelination in targeted EAE mouse models. Importantly, the locally-induced spinal cord EAE model enabled us to avoid multiplicity, in time and space, of inflammatory lesions in the conventional EAE model, which makes it difficult to perform quantitative analysis of each imaging parameter in relation to neurological impairment. In our experimental approach, we successfully determined the relationship between MRI parameters and neurological symptoms as well as the key therapeutic effects of anti-RGMa antibody treatment.

To evaluate disease activity and pathological disintegration in targeted EAE mice over time, we sought to quantitatively investigate BSCB disruption as well as white matter, axonal, and myelin integrity *via* MRI (3, 8, 23–27, 36–39). For BSCB disruption, we analyzed the extent of Gd leakage into the spinal cord, while for white matter, axon, and myelin integrity, we calculated fractional anisotropy (FA), axial diffusivity (AD), and radial diffusivity (RD) in the white matter (8). Of note, although RD is considered a good indicator of demyelination/remyelination [21, 31-34], whether AD directly reflects axonal pathology is still under debate (8). However, as far as focusing on the acute stage of CNS injury, AD is expected to accurately characterize the extent of axonal degeneration (8).

We then investigated the relationship between MRI parameters and neurological symptoms longitudinally. First, we showed that the extent of Gd leakage gradually decreased from the acute to the later phase, while RD increased in the later phase, indicative of progressive demyelination. Such temporal transitions of EAE pathology are similar to those of clinical MS (1–3, 6). Moreover, in the acute phase, the extent of Gd leakage was highly correlated with neurological symptom severity, and, in the later phase, RD increase was well correlated with disability.

Importantly, we also found that the extent of Gd leakage could predict RD increase in the later phase (**Figure 4**; **Table 2**), that is, the extent of BSCB disruption detected by MRI could be used as a predictive marker for demyelination. Efforts to establish imaging biomarkers for therapeutic drug response evaluation are currently ongoing. However, reliable predictive markers have not yet been reported. Based on our results, by performing simultaneous DCE-MRI and DTI analysis longitudinally, it may be possible to determine the beneficial effect of pharmacological intervention through MRI. In particular, effective therapeutics can ameliorate the RD increase in the later phase (post-treatment) relative to the presumed RD value, which is predicted based on the extent of acute-phase (pre-treatment) BSCB disruption. This concept was further supported by our subsequent analysis of anti-RGMa antibody treatment.

Using our experimental method, we explored how spinal cord pathology is dynamically improved by humanized anti-RGMa antibody. Antibody treatment was initiated on day 9 after targeted EAE induction when motor deficits had already developed, and as expected, behavioral improvement was observed promptly after treatment initiation (**Figure 2A**). We revealed that anti-RGMa treatment drastically suppressed Gd influx into the spinal cord, as early as the first MRI session after treatment (5 days after treatment), which is strongly correlated with clinical score. FA and AD decrease, but not RD increase, were slightly attenuated, and at later time point (21DPI), RD increase exhibited a tendency to be suppressed. These results suggest that anti-RGMa exerts its beneficial effects by accelerating BSCB repair in the early phase, which may lead to the mitigation of axonal damage and the enhancement of remyelination. Importantly, the predictability of RD increase in the later phase based on acute-phase (pre-treatment) BSCB disruption level was compromised by anti-RGMa treatment. This strongly supports the notion that longitudinal MRI with simultaneous DCE-MRI and DTI analysis can be utilized as an imaging biomarker to determine therapeutic drug responses in MS.

With regard to the relationship between RGMa and the BBB, although it has been reported that RGMa silencing *via* an adenoviral vector improved BBB function in a rat MCAO/reperfusion model (40), whether RGMa inhibition has beneficial effects against an already-disrupted BBB/BSCB has not yet been investigated. Our results clearly indicated that delayed anti-RGMa antibody treatment still exerted a restorative effect on the disrupted BSCB, improving myelin integrity and motor function.

To further confirm the effect of anti-RGMa on the BSCB, we performed transcriptional analysis of the spinal cord 5 days after the first anti-RGMa administration. Based on GSEA analysis, endothelial cell marker and mural cell (pericyte) marker were negatively enriched in anti-RGMa treated group, and further analysis revealed that gene sets related to extracellular matrix production was strongly regulated by anti-RGMa antibody treatment. Moreover, EndMT related genes were also regulated by anti-RGMa antibody treatment. In the CNS, EndMT has been reported to be involved in pathological conditions by causing leaky vessel formation (34), and during MS pathophysiology, EndMT have been proposed to promote brain endothelial cell dysfunction.

Furthermore, we analyzed endothelial cell-related gene expression by utilizing a resource article that investigated BBB dysfunction modules (32), and found that most of the BBB dysfunction modules were attenuated *via* anti-RGMa treatment. Since the BBB dysfunction modules consist of common upregulated genes in four representative BBB disrupted disease models such as multiple sclerosis, seizure, stroke, and traumatic brain injury (32), it is noteworthy that the anti-RGMa treatment could accelerates BBB repair in various disease models.

Based on these results, we performed immunohistochemical analysis to confirm the effect of anti-RGMa on endothelial cells. In targeted EAE lesions, we observed a number of abnormal vessels which were characterized by aberrant thickening of endothelial cells, P-selectin upregulation, and perivascular type I and IV collagen deposits. Such vessels are frequently observed in both MS and EAE lesions (41, 42) and considered as the MS-related vascular pathology, and as expected, these pathological conditions were effectively attenuated by RGMa antibody treatment. These results further support the notion that the BBB/BSCB is one of the central therapeutic targets of anti-RGMa antibodies *in vivo*. Future studies are necessary to uncover the molecular mechanism of BBB/BSCB disruption and repair *via* RGMa-related signaling.

In the present study, we successfully evaluated the therapeutic effects of a humanized anti-RGMa antibody by using high-field MRI and proposed that the combination of DCE-MRI and DTI analysis can be used as an imaging biomarker for the evaluation of therapeutic interventions in MS. The current lack of representative biomarkers for therapeutic effect assessment is a serious obstacle for MS drug development, and quantitative imaging analysis is expected to solve these issues, especially in CNS disease (6, 7, 43, 44). As increasing evidence supports the validity of MRI parameters (including quantitative Gd leakage level and AD/RD) for evaluating MS in patients (37, 38, 45–55), our strategy should be further tested in clinical settings. In clinical MS, however, lesions can appear in a disseminated manner, which may complicate the application of our strategy, highlighting the need for a more detailed analytical protocol. Nonetheless, we believe that, in concept, establishing MRI-based predictive biomarkers, as proposed herein, is essential for sophisticated clinical trials. We also suggest that BSCB integrity is the key target of anti-RGMa treatment *in vivo*. Even in the BSCB-disrupted phase, anti-RGMa treatment drastically enhanced BBB repair in our experimental settings. For all previously reported animal models wherein anti-RGMa treatment had therapeutic effects, including spinal cord injury (15, 16), stroke (17), and neuromyelitis optica (18, 19), BBB/BSCB disruption is considered an important exacerbation factor. The BBB repair-enhancing effect of anti-RGMa may contribute to the amelioration of pathology in the above-mentioned models. As recent evidence has highlighted the importance of the BBB/BSCB in various CNS disorders, including neurodegenerative disorders (56), psychiatric disorders (57), and CNS complications of collagen-related diseases (58), it is of major interest to evaluate the effect of anti-RGMa for the treatment of these conditions in the future.

## Data Availability Statement

Genechip data was deposited in GEO database (GSE196545).

## Ethics Statement

All experimental procedures were reviewed and approved by the Institutional Animal Care Committee of Osaka University.

## Author Contributions

TY supervised the project. TI and TY conceived the study. TH performed most of the experiments. FS and AS provided advice on the methodology. TH, TI, AS, and TY analyzed the data. TH, TI, and TY wrote the manuscript with input from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by AMED-CREST (grant number 18gm1210005h0001) to TY.

## Conflict of Interest

TH and AS are employees of Mitsubishi Tanabe Pharma Corporation.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

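RNA of thoracic spinal cord around the injection site was measured on Affymetrix Mouse Genome arrays in 6 naïve mice, 5 mice with targeted EAE given the isotype control antibody and 6 given the anti-RGMa antibody, with 1 array per mouse. The authors computed the deposited signal values with MAS5.0 and scaled each array globally, on a linear scale, with no pooling of mice. The submitters' processing notes name affy and MAS5, and the paper gives version 5.0 of Microarray Suite. The version of affy and the scaling target are not given in the sources used here. In the deposited values the mean signal after trimming 2% from each end was the same in every array. Signals ranged from 0.0118 to 44408, and no detection calls were used, so that low signals carry background and their fold changes are less certain. The number of arrays limits the precision of each value.

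Probe sets were named through the platform's annotation, and 34754 of the 34958 probe sets with 1 gene were matched by gene ID to the gene table of assembly GRCm38.p6, which changed 0 symbols. Probe sets with several genes or none were left out. For the 9012 genes with several probe sets the one with the highest mean over all arrays was used. In 6 genes (1700113H08Rik, Ehd2, Fbxl7, Mettl22, Scn8a and Ssx2ip) probe sets passed the threshold in both directions. Signals were taken to log2 with no offset and no filter, and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 fit over the 3 groups, no block). The paper's methods name limma, and the threshold is that of the legend of Fig. 5C, an unadjusted p under 0.05 and a fold change over 1.5. P-values were also adjusted by Benjamini-Hochberg over all 18194 genes.

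Before the data were examined, 38 gene lists of cell types, neighbouring tissues and processes were written from textbook knowledge, after the paper's figures and tables had been read. They were tested with GSEA (fgsea 1.28.0, multilevel, genes ranked by limma's moderated t), adjusted over the lists, and with camera at a preset correlation of 0.01 or an estimated correlation and with fry. The paper's methods name clusterProfiler for GSEA, and its text does not name the ranking statistic. The genes named in the text were fixed by rule: those the paper names, the 10 largest rises and falls between the antibody groups and between isotype control and naïve among genes with a mean log2 signal of at least 8 in the higher group, and the 4 members of each list with the smallest p between the antibody groups. Values in the first 6.68% of the 22020 rows of Supplementary File 2, and Fig. 5, had been seen by then. The genes of Fig. 5J were tallied, and 4 of them outside this rule, Twist1, Snai1, Zeb2 and Zeb1, were named after their values were seen, as was Tmem114. The gene sets of the paper's supplementary tables were held in part and not used here, and some genes are not reported here.

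Single values and list means were compared by exact permutation over the 462 splits of 11 arrays, two-sided unless stated. Principal components were computed from centred log2 signals. Samples standing apart were sought with Dixon's test in groups of at least 4. Alternatives covered the scaling, the offset, a filter on dim genes, the choice of probe set, the arrays in the fit, the variance model, array weights, a replicate block, covariates for muscle and for cartilage and bone, each array left out and the set test.

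The fit was tested on simulated data over the 18194 genes of the comparison of anti-RGMa with isotype control. Of 100 genes changed by 0.75 log2, 80% passed the paper's threshold and 76% an adjusted p under 0.05. Of 100 genes changed by 1.5 log2, 100% passed each. These shares were not broken down by signal. Some genes differ in spread between the groups, such as Myl1 (SD 3.82 in isotype control and 0.49 in anti-RGMa). The shares need not hold for such genes or for dim ones. Of 17994 unchanged genes, 331 passed the paper's threshold and 6 the adjusted one. An endothelial activation list shifted by -0.5 passed GSEA (adjusted p = 6.1e-07) and camera with an estimated correlation (adjusted p = 5.6e-05). Of the other lists counted, 0 passed GSEA. In the real arrays the endothelial activation list had an estimated correlation between genes of 0.31 and a mean log2 fold change of -0.70. Its adjusted p with that camera test was 0.191 there. The simulated pass therefore does not show that camera could find such a shift in the real arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.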

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

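The tests on the source of muscle transcripts, on an even dilution of other cell types and on anti-RGMa replicate 6 were chosen after the result was seen, the bounds of 3 of them (muscle transcripts through the antibody, dilution, replicate 6) were then reworded once their values were known, the last also being moved from 6 chosen lists to all 38, the test of muscle tissue was moved to a list that had not picked the array, and the tests of the muscle covariate and of the spread between mice were set beforehand.

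Skeletal muscle genes, which the paper does not discuss, had a mean log2 signal of 12.04 in isotype control replicate 4, against a highest naïve value of 7.25, and there Myl1, Mb and Mylpf reached 14.04, 13.67 and 13.42. Of the list's 31 genes, 2 have a naïve mean log2 signal of at least 8, and 100% were highest of the 17 arrays in that sample, which decides nothing because their mean had picked it, while of 12 regenerating muscle genes, none of them in that list, 83.3% were highest there, short of the bound set for muscle tissue in the sample, which stays open. A fall of muscle transcripts through the antibody cannot be told apart from it (log2 difference -1.61, exact permutation test, two-sided, p = 0.177), because the isotype control arrays span 6.80 log2 units. Of these 5 arrays, 2 were at or below the highest naïve array, a value that the first wording of this test would have counted against the antibody. Muscle damage through surgery or disease was not tested.

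The lists of collagen, other matrix and EndMT genes were lower in the anti-RGMa group in GSEA, each with an adjusted p = 0.191 with an estimated correlation. Their median log2 fold change was -0.68 over 95 genes. With the muscle mean as a covariate it was -0.51, so 75.2% was left, and the 3 lists kept adjusted p-values of 2.8e-07, 2.8e-07 and 6.6e-08, which argues against muscle and attached tissue as the whole cause and leaves a part open. The mean of the 3 lists had an exact permutation p of 0.00433 (two-sided), past the bound of 0.05 that had been set beforehand to exclude a spread between mice apart from the antibody. That bound was set aside after the value was seen. The reason was that the 3 lists had been picked from 38 for their GSEA on the same arrays. A test of their mean is not independent of that choice. Each list alone had an exact permutation p of 0.0108, 0.00866 and 0.00433, and of 0.0823 adjusted over the 38 lists. With 462 splits the smallest possible p is 0.00216, with which 1 list alone would not pass after this adjustment. The adjusted value cannot decide between the spread and the antibody. The spread between mice and an effect of the antibody therefore both stay open.

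In GSEA, neuron, oligodendrocyte and astrocyte lists were higher and endothelial, mural, smooth muscle, fibroblast, macrophage and B cell lists lower in the anti-RGMa group. With an estimated correlation 0 of these lists passed (adjusted p from 0.191 to 0.516). The mural, macrophage and B cell calls were also lost when certain single arrays were left out. Anti-RGMa replicate 6 stood apart from its group for neurons (10.86), oligodendrocytes (12.12), disease-associated microglia (12.85) and integrins (9.31). It did not for the endothelial, mural, smooth muscle, fibroblast and B cell lists. These lists were below the isotype control mean in 6 of 6 mice. High arrays raise some of these means, such as isotype control replicates 3 and 4 for fibroblasts (11.23 and 11.77) and replicate 4 for mural cells (8.97). The skeletal muscle list was also below in 6 of 6 mice, with an exact permutation p of 0.177. The count alone therefore does not show a steady fall in the anti-RGMa group. Over the 38 list means, replicate 6 lay nearer to the isotype control mean (5.28, against up to 8.63 for an isotype control array) than to the other anti-RGMa arrays (7.91, against up to 6.13 for any of these), a ratio of 0.668, which a wrong label would give, and so would a mouse with more severe disease or little response, which was not tested, and the array was singled out because it stands apart. In 6 lists it lay beyond all isotype control arrays on the side of the other anti-RGMa mice, such as the endothelial (9.19, lowest isotype control 9.35) and endothelial activation lists (9.17, lowest 9.56), as for Selp (7.73, lowest 8.26), Acta2 (9.26, lowest 9.86) and Col4a1 (10.19, lowest 10.56), and in 3 lists on the opposite side, but an array of the isotype control group would lie outside in 12.7 lists on average, so a wrong label stays open. The neuron difference of 0.42 had an exact permutation p of 0.0909, so a spread between mice may account for it. Whether a larger neural share dilutes every other cell type alike cannot be told apart from separate changes (SD of 8 list differences 0.34, exact permutation p = 0.219, which the first wording of this test would have read as fitting dilution).

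Of 258 groups of values tested for a sample far from the others, 28 had such a sample, where about 1 in 20 would by chance. In anti-RGMa replicate 6 these were also Cst7 (12.35), Ccl5 (13.74) and Chil3 (14.19), above the other mice, and Rasd2 (4.98), Tekt5 (6.36), Kcnab1 (9.07), Chn1 (9.01), Cacng3 (6.18) and Nxph1 (7.40), below them. Anti-RGMa replicate 2 was lowest for the smooth muscle (6.60) and fibroblast (8.14) lists and Col6a1 (8.61), replicate 3 for the cartilage list (6.06), and replicate 4 for Snai2 (5.19) and Kcnip2 (6.72). In the isotype control group, replicate 5 was lowest for Sncg (8.78) and replicate 4 for Kcnip2 (4.85), and replicate 1 was highest for Ccr7 (9.63). Among naïve mice, replicate 4 was highest for the skeletal muscle list (7.25) and Myl1 (7.35), replicate 5 was lowest for the transporter list (9.81), and replicate 6 was highest for the chemokine and cytokine list (5.26) and Acod1 (1.73) and lowest for Nxph1 (9.83). A list of 6 measured dorsal root ganglion genes, tissue the paper does not discuss, had a mean log2 signal of 8.76 in anti-RGMa replicate 1, against a highest naïve value of 6.27.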

How the results depend on the processing

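Leaving out isotype control replicates 3, 4 and 5, the offset of 1 and the exact permutation of list means were chosen after the result was seen. Of 4350 comparisons of 141 results with 38 alternatives, 4003 kept their side of the threshold and, where called, their direction. A call was lost in 226 and gained in 64, while 50 moved and 7 reversed. Another 56 results that were not called changed sign and are counted among the 4003. Where not said otherwise, the cause was not tested. The number of genes with an adjusted p under 0.05 between the antibody groups, 1 as reported, was 0 with quantile normalization, median centring, an offset of 32, the muscle covariate or the cartilage and bone covariate, 5 in the brighter part of the genes, 6 with array weights, and 7 without isotype control replicates 3, 4 and 5. With an offset of 32, 82 genes were higher at the paper's threshold. The higher calls were 31.0% of all as reported, 36.3% with quantile normalization, 39.6% with median centring, 16.5% with the offset of 32, 47.1% with the muscle covariate, 43.9% with the cartilage and bone covariate and 62.9% without isotype control replicates 3, 4 and 5 (520 higher, 307 lower). In the brighter part of the genes, where fewer genes are tested, 217 passed between the antibody groups (59 higher, 158 lower), 3389 between isotype control and naïve (1578 higher) and 2143 between anti-RGMa and naïve (1211 higher, 932 lower), and the return toward naïve was -0.16 (exact p = 0.0563).

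The replicate block gave 348 higher genes, 6 at an adjusted p under 0.05, a mural adjusted p of 0.0502, ended the calls of the B cell list (0.0502) and, between isotype control and naïve, of the tight junction list (0.0833), added calls for Timp1, Hspg2 and Pecam1 at an unadjusted p under 0.05, and changed no other call. Same-numbered anti-RGMa and isotype control arrays correlated at -0.02 to 0.02, and 0 arrays correlated best with their own number. Between naïve and isotype control the range was -0.03 to 0.07, and 3 arrays correlated best with their own number. Between naïve and anti-RGMa it was -0.06 to 0.03, and 1 array did. In each comparison 0 same-numbered pairs correlated above 0.1, and the numbers were not taken as paired. For Selp the log2 fold change was -1.02 with the muscle covariate, -1.15 without isotype control replicates 3, 4 and 5, and -1.0 with array weights, each with an unadjusted p above 0.05. The mural adjusted p was 0.617 with the muscle covariate, 0.226 with the cartilage and bone covariate, 0.111 ranked by fold change, 0.119 with camera's preset correlation, and 0.814 without isotype control replicates 3, 4 and 5. Without these 3 arrays the oligodendrocyte adjusted p was 0.244 and the tight junction one 0.0040, while the skeletal muscle (0.00081), regenerating muscle (0.511) and transporter (0.185) lists, Myl1 (1.13) and Mylpf (0.45) reversed, as did the transporter list with the muscle covariate (0.901).

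With an estimated correlation camera called 0 lists between the antibody groups (0 higher, 0 lower) and 5 between isotype control and naïve, with adjusted p-values of 0.191 for the smooth muscle, collagen, other matrix, EndMT and endothelial activation lists, 0.268 for the endothelial, neuron and astrocyte lists, 0.281 for the oligodendrocyte, 0.374 for the macrophage and 0.516 for the mural list. With fry, 7 lists were lower and 0 higher, and the adjusted p was 0.0687 for the endothelial and neuron lists, 0.0664 for the oligodendrocyte, 0.0612 for the astrocyte, 0.221 for the macrophage and 0.409 for the mural list. The exact permutation of list means called 0 lists. With 462 splits the smallest possible p is 0.00216, so 1 list alone could not pass after adjustment over 38 lists. The count of 0 therefore depends in part on the number of arrays. Adjusted p-values were 0.0823 for the collagen, other matrix and EndMT lists, 0.0960 for smooth muscle and 0.113 for the endothelial and endothelial activation lists. They were 0.192 for oligodendrocytes and astrocytes, 0.216 for neurons, 0.218 for mural cells and 0.318 for macrophages.

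With each array left out in turn, the genes past the paper's threshold between the antibody groups ranged from 529 to 1222 (180 to 538 higher) and those at an adjusted p under 0.05 from 0 to 1490, the highest of each without anti-RGMa replicate 6. The Selp log2 fold change ranged from -1.34 to -0.84, and the adjusted p from 0.0104 to 0.594 for the mural list, from 0.00015 to 0.0503 for the macrophage list, from 0.0136 to 0.478 for the tight junction list and from 0.266 to 0.916 for the transporter list. The separation of the antibody groups in principal components was refitted without each of their 11 arrays only, and its exact p ranged from 0.0429 to 0.271. The return toward naïve was recomputed only without each of the 5 isotype control arrays. It ranged from -0.21 to -0.15, and its call was lost without replicate 1, 4 or 5 of that group. Its dependence on single anti-RGMa or naïve arrays, anti-RGMa replicate 6 among them, was not tested. Low signals near background limit the fold changes of dim genes.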

Differences from the paper's values

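No log2 fold change set beside the paper's in Supplementary File 2 differed by more than the spread between mice. Of 1085 genes compared in the part of that table used here, 77.5% lay within 0.1 log2 of the paper's value, with a median absolute difference of 0.0063. The paper's adjusted p for Tmem114 is 0.0569, and here it was 0.0455.

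The paper describes the naïve, control and anti-RGMa arrays as clearly apart in principal components. Here both EAE groups lay apart from naïve, and the 2 antibody groups had an exact one-sided p of 0.0844, which passed without isotype control replicate 1 (0.0429), an alternative set before the data were examined.

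Fig. 5I, read by eye, draws the running score of the tight junction set below 0 and marks only the transporter set as not significant, and the text gives no direction for it. The list used here, written from textbook knowledge and not the paper's set, had an NES of -1.23 with an adjusted p of 0.278, which passed without isotype control replicate 4 (0.0136), set before the data were examined, and without isotype control replicates 3, 4 and 5 (0.0040), chosen after seeing the values.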

Other observations

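The tests on motor neuron and sensory ganglion genes were chosen after the result was seen. All 8 genes of the MHC class II list, of antigen presentation, rose with EAE (NES 2.06, adjusted p = 2.6e-06; adjusted p = 0.0615 with an estimated correlation). The list did not pass between the antibody groups (NES -0.74, adjusted p = 0.868). Cd74, the invariant chain of MHC class II, had a log2 signal of 8.03 ± 0.35 (SD, n = 6) in naïve, 14.14 ± 0.26 (SD, n = 5) in isotype control and 14.23 ± 0.17 (SD, n = 6) in anti-RGMa mice (adjusted p = 0.793 from limma between the antibody groups). Osmr, a receptor of oncostatin M in reactive astrocytes, rose with EAE by 3.10 on the log2 scale and had -0.54 (SE 0.12, adjusted p = 0.184) in the anti-RGMa group, lower in 6 of 6 mice, short of the fold threshold. Homeostatic microglia markers had means of 8.79, 9.92 and 9.92 in the same groups.

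Motor neuron genes, 9 in a list written after the main comparison had been seen and holding Prph, Calcb and Isl1, which had been seen to rise, had mean log2 signals of 8.25 ± 0.07 in naïve, 6.97 ± 0.36 in isotype control and 7.69 ± 0.32 in anti-RGMa mice (exact permutation test, two-sided, p = 0.00866, 2 lists tested and not adjusted, not independent of those rises). At the paper's threshold 4 of the 9 were higher. Genes of sensory ganglia had a mean of 8.76 in anti-RGMa replicate 1 and 7.45 in replicate 6, against 4.33 to 4.69 in the other anti-RGMa mice (exact permutation p = 0.405 between the antibody groups), and Prph, which ganglia also express, was highest of the EAE arrays in these 2 (11.67 and 10.62).

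Other splits of the same arrays were counted, 100 for each comparison, the real one included. Chance cannot be excluded for the 716 genes past the paper's threshold between the antibody groups (10 splits gave as many, highest other 1364), for the 1 gene at an adjusted p under 0.05 (14 splits, highest other 2358), or for the lists that passed GSEA, 23 between the antibody groups (6 splits, highest other 25) and 27 between isotype control and naïve (15 splits, highest other 31). For the latter the count does not settle it. In the exact permutation of each list's array means, two-sided, 33 of 38 lists passed between isotype control and naïve at an adjusted p under 0.05. Chance can be excluded for these 33. Between the antibody groups 0 passed, but there 1 list alone could not pass even at the smallest possible p. The split with 2358 adjusted calls points to a structure of the samples. It set isotype control replicate 3 and 4 anti-RGMa arrays against the other isotype control arrays and anti-RGMa replicates 4 and 6, so 8 of 11 arrays stayed in their antibody groups and an antibody effect is not excluded as part of that structure. Chance can be excluded for the 5844 genes between isotype control and naïve (1 split, highest other 2835) and the 3911 between anti-RGMa and naïve (1 split, highest other 1817).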
